# Core circadian clock transcription factor BMAL1 regulates mammary epithelial cell growth, differentiation, and milk component synthesis

**DOI:** 10.1371/journal.pone.0248199

**Published:** 2021-08-20

**Authors:** Theresa Casey, Aridany Suarez-Trujillo, Shelby Cummings, Katelyn Huff, Jennifer Crodian, Ketaki Bhide, Clare Aduwari, Kelsey Teeple, Avi Shamay, Sameer J. Mabjeesh, Phillip San Miguel, Jyothi Thimmapuram, Karen Plaut

## Abstract

The role the mammary epithelial circadian clock plays in gland development and lactation is unknown. We hypothesized that mammary epithelial clocks function to regulate mammogenesis and lactogenesis, and propose the core clock transcription factor BMAL1:CLOCK regulates genes that control mammary epithelial development and milk synthesis. Our objective was to identify transcriptional targets of BMAL1 in undifferentiated (UNDIFF) and lactogen differentiated (DIFF) mammary epithelial cells (HC11) using ChIP-seq. Ensembl gene IDs with the nearest transcriptional start site to ChIP-seq peaks were explored as potential targets, and represented 846 protein coding genes common to UNDIFF and DIFF cells and 2773 unique to DIFF samples. Genes with overlapping peaks between samples (1343) enriched cell-cell adhesion, membrane transporters and lipid metabolism categories. To functionally verify targets, an HC11 line with *Bmal1* gene knocked out (BMAL1-KO) using CRISPR-CAS was created. BMAL1-KO cultures had lower cell densities over an eight-day growth curve, which was associated with increased (p<0.05) levels of reactive oxygen species and lower expression of superoxide dismutase 3 (*Sod3*). RT-qPCR analysis also found lower expression of the putative targets, prolactin receptor (*Prlr*), *Ppara*, and beta-casein (*Csn2*). Findings support our hypothesis and highlight potential importance of clock in mammary development and substrate transport.

## Introduction

Circadian clocks set daily rhythms of gene expression to maintain tissue homeostasis and coordinate cellular metabolism [1–3]. In mammary tissue, temporal expression patterns of core clock genes change across reproductive states of the female, and appear to be associated with changes in developmental stage of the gland [4,5]. However, the significance of these changes and the role of the molecular clock and core clock genes’ functions in mammary development and lactation is currently unknown.

Clocks’ molecular mechanism generate circadian rhythms through a series of interlocked transcription-translation feedback loops. CLOCK and BMAL1 are at the core of the loop, and as a heterodimer (BMAL1:CLOCK) function as a transcription factor that binds the enhancer box (E-box) regulatory element in promoter regions of genes [6]. Period (PER1, PER2 and PER3) and Cryptochrome (CRY1 and CRY2) genes are transcriptional targets of BMAL1:CLOCK and form the negative arm of the core circadian clock loop, whereby PER and CRY proteins together inhibit CLOCK:BMAL1-mediated transcription [7–10]. The 24 hr periodicity in activation-repression of elements of the core molecular clock results in corresponding circadian rhythms of gene expression in about 10% of the transcriptome [8].

Although there is some overlap, the rhythmic output genes of clocks differ among tissues, allowing circadian control of function and activity appropriate for each organ. Circadian and cell cycle regulation is coupled to coordinate cell proliferation with tissue function across multiple organs [8,11,12]. This coupling likely also exists in the mammary gland, as temporal analysis of mammary transcriptomes of mature virgin mice [13] and lactating women [14] demonstrated genes that regulate cell growth and differentiation exhibit circadian rhythms of expression. Moreover, the *Clock-Δ19* mice, which have a point mutation that results in down regulation of CLOCK-BMAL1 target genes, exhibit decreased lactation competence as evident in lower rates of pup growth and increased rates of neonatal mortality [15–17]. The decreased postnatal pup survival was associated with impaired mammary development in *Clock-Δ19* dams [18], and isolated mammary epithelial cells from virgin *Clock-Δ19* mice had lower stem cell-like properties [13]. Whereas reduction of CLOCK protein in a mammary epithelial cell line with shRNA affected cell growth and decreased expression of factors associated with mammary differentiation and milk synthesis [18].

With this knowledge, we hypothesized that circadian clocks in the mammary gland play an integral role in regulating mammogenesis. In particular, we propose that the transcription factor BMAL1:CLOCK functions to regulate expression of genes that control mammary epithelial development. Moreover, the observation that stoichiometry changed between positive (BMAL:CLOCK) and negative (PER2) elements of core circadian clock components in the mammary gland during the transition from pregnancy to lactation [5] led us to the hypothesize that transcriptional targets of BMAL1:CLOCK change as the gland differentiates and function to regulate milk component synthesis. The objectives of this study were to use ChIP-seq analysis to identify transcriptional targets of BMAL1, and determine if targets of BMAL1 changed upon differentiation of mammary epithelial cells. A line of mammary epithelial cells with the BMAL1 gene knocked out (BMAL1-KO) using CRISPR-CAS9 was created to verify ChIP-seq findings, and study functional effects of loss of gene on growth and differentiation of cells in culture.

## Results

### Validation of BMAL1 antibody and quality of ChIP-seq data

To test the hypothesis that BMAL1 transcriptional targets changed with state of mammary epithelial differentiation we used ChIP-seq analysis to identify genes potentially regulated by BMAL1 in undifferentiated (UNDIFF) and lactogen hormone differentiated (DIFF) HC11 cultures. 

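HC11 is a line of mouse mammary epithelial cells that makes milk proteins under lactogenic hormones. BMAL1 was precipitated in 4 independent ChIP experiments, 2 with undifferentiated cultures (UNDIFF1 and UNDIFF2) and 2 with differentiated cultures (DIFF1 and DIFF2), each beside its own input DNA. All cultures spent 48 h without EGF in medium with 10% calf serum and insulin at 5 µg/mL, and the DIFF cultures then received dexamethasone at 0.1 µM, insulin at 5 µg/mL and prolactin at 5 µg/mL for 96 h. Chromatin was fixed with 1% formaldehyde. The authors aligned the reads with Bowtie2 2.2.9 to the mouse genome GRCm38 and called peaks in each sample separately with HOMER 4.10, at a fold of at least 2 over input and over local tags and an FDR under 0.01. The deposited peak lists give, for each peak, its position, tags in ChIP and input, a findPeaks score, the fold over input and an unadjusted p-value. Positions are 1-based on GRCm38, a negative distance from a start site means upstream, and folds and p-values of single peaks are those of the authors' peak caller. The inputs were not analysed here on their own. Each peak was assigned to the gene with the nearest transcription start site among curated RefSeq transcripts, and protein coding genes with an Ensembl ID were counted. Peaks of different samples were taken to overlap when they shared at least 1 bp. Counts expected by chance came from peaks placed at random on their own chromosomes. Prolactin signalling, milk protein, milk fat, core clock, cadherin and other genes, 446 in 27 groups, were listed before the data were examined, with the values in the paper's supplementary tables already seen. With 2 samples per group, an exact permutation test cannot give a p below 0.33.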

Prior to beginning studies, specificity of the ChIP-grade antibody for the BMAL1 protein was confirmed with immunoprecipitation and western blot analysis (S1A Fig). Nanochip analysis of sonicated input DNA indicated that optimal size of sheared fragments was achieved for ChIP-seq analysis (S1B Fig). Evaluation of antibody specificity indicated no difference between mock-ChIP and BMAL1-ChIP samples following RT-qPCR analysis of an exon region of the *Magea1_2* sperm specific gene, which is not a BMAL1:CLOCK target. Whereas a 9-fold difference in enrichment was found between RT-qPCR product of BMAL1-ChIP and mock-ChIP for the *Per1* promoter region versus the exon region of *Magea1_2* (S1C Fig).

The eight samples sequenced for these studies consisted of four pairs of input and ChIP samples with two pairs from UNDIFF and two from DIFF HC11 cultures. Across the four samples the amount of DNA captured by ChIP was 1.03 ± 0.24% of the input DNA. Mapping rate of reads to the mouse genome across the four paired input-ChIP samples averaged 96% (S1 Table). 

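The tag total behind the BMAL1 peaks was lowest for DIFF2. From the tags and normalized tag counts in the deposited lists, the smaller of the ChIP and input totals came to 80.4 M tags for UNDIFF1, 77.1 M for UNDIFF2, 57.5 M for DIFF1 and 35.3 M for DIFF2. The paper's S1 Table gives mapping rates of 97.0%, 97.4%, 97.7% and 84.6% for the ChIP libraries of UNDIFF1, UNDIFF2, DIFF1 and DIFF2. In the paper's S20 Table, duplicates made up 22.4%, 19.3% and 31.7% of the reads of UNDIFF1, UNDIFF2 and DIFF1 and 73.0% of those of DIFF2. The paper's estimated size of the DIFF2 library was 23628512 molecules, against 133536141 for DIFF1.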

For UNDIFF samples, there was an average of ~6,000 peaks with a 2-fold enrichment over input tag count (FDR ≤ 0.01), and over 13,000 peaks were identified across both DIFF samples. 

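BMAL1 peaks numbered 6534 in UNDIFF1, 5475 in UNDIFF2, 13683 in DIFF1 and 185417 in DIFF2. DIFF1 held 2.09 times as many peaks as UNDIFF1 and 2.50 times as many as UNDIFF2, while 93.1% of the peaks of the differentiated cultures were those of DIFF2. Outside repeats, which are soft-masked in the reference genome, 5136 peaks were left in UNDIFF1, 4035 in UNDIFF2, 10038 in DIFF1 and 25885 in DIFF2. The mean was 6004 ± 749 peaks (SD, n = 2) in UNDIFF and 99550 ± 121434 peaks (SD, n = 2) in DIFF cultures. The log2 number of peaks was 3.07 higher in DIFF (exact permutation test, two-sided p = 0.33, the smallest that 2 against 2 allow). The difference of the mean peak numbers, 93546, was smaller than the SD of the DIFF cultures. Peaks were 194, 228, 214 and 336 bp wide, apart from 2 of the DIFF2 peaks, and covered 1.27, 1.25, 2.93 and 62.3 Mb in UNDIFF1, UNDIFF2, DIFF1 and DIFF2. Their median fold over input was 3.41, 4.14, 4.31 and 5.15 in the same order.

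**Figure D1:**
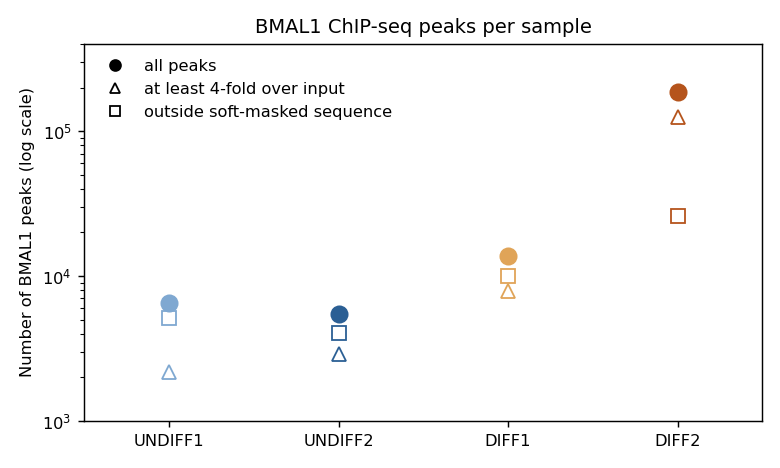
Number of BMAL1 peaks on a log axis in the 4 samples. Filled circles show all peaks, triangles those at least 4-fold over input (2169, 2898, 7874 and 125896) and squares those outside soft-masked sequence.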

Annotation analysis of peaks found similar frequencies of location within the genome across the samples, with approximately 62% of peaks located in intergenic sites and 34% within introns (Fig 1A). 

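Intergenic sites held 59.1% of the BMAL1 peaks of UNDIFF1, 64.9% of UNDIFF2, 58.6% of DIFF1 and 62.5% of DIFF2, and introns 36.9%, 32.1%, 37.3% and 35.4%. Positions drawn at random on the same chromosomes fell in intergenic sequence in 57.8%, 58.4%, 57.7% and 57.6% of cases. Promoters, from 1 kb upstream to 100 bp downstream of a start site, held 0.888%, 0.438%, 0.775% and 0.728% of the peaks of UNDIFF1, UNDIFF2, DIFF1 and DIFF2. That is below the 1.30%, 1.18%, 1.23% and 1.19% of random positions. The 95% Wilson intervals of the intergenic share, which cover counting error only, were 57.9% to 60.3% in UNDIFF1 and 63.6% to 66.1% in UNDIFF2. Between UNDIFF and DIFF cultures the mean intergenic share was 61.97% ± 4.09 (SD, n = 2) and 60.51% ± 2.75 (SD, n = 2), a difference within the spread of either pair (exact permutation test, two-sided p = 0.67).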

Less than 1% of peaks were found in 3’ untranslated region, transcriptional termination sites (TSS), and within exons.

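Exons held 81 peaks in UNDIFF1, 54 in UNDIFF2, 197 in DIFF1 and 400 in DIFF2, or 1.24%, 0.986%, 1.44% and 0.216% of each list. Sequence around transcription termination sites took 0.918%, 0.785%, 1.14% and 0.892%. In 3′ untranslated regions lay 60, 41, 93 and 494 peaks. The share of DIFF2 peaks in exons was below that of the other samples (95% Wilson interval 0.196% to 0.238%, against 0.757% to 1.29% in UNDIFF2).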

**Fig 1:**
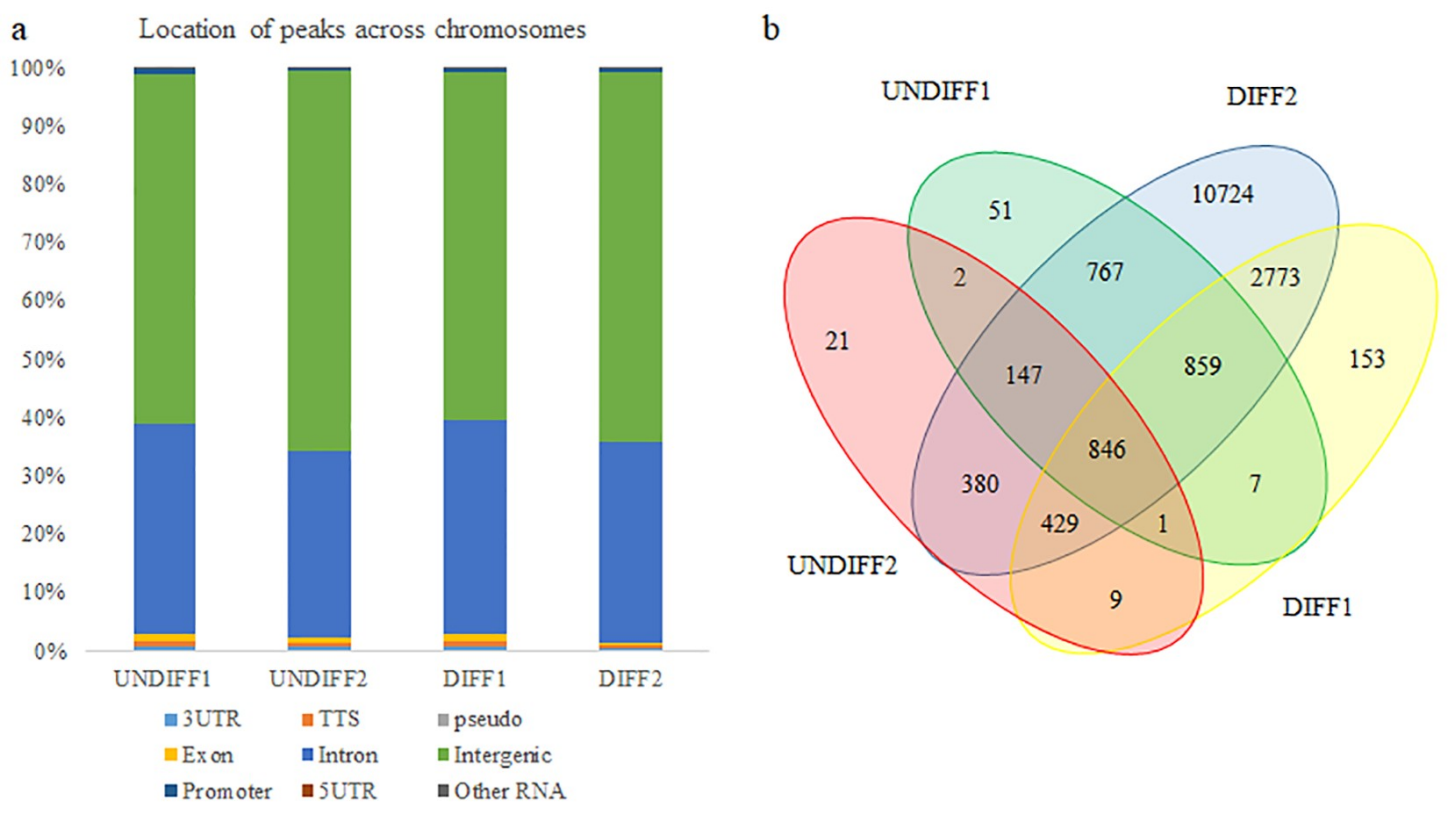
**(**a) Homer annotation analysis of BMAL1 ChIP-seq peak location shows frequency of distribution across the genome in undifferentiated (UNDIFF) and lactogen differentiated (DIFF) HC11 cultures. 3UTR, 3’ untranslated region; TTS, terminal transcription site; pseudo, pseudogene; 5UTR, 5’ untranslated region. (b) Venn diagram illustrating the overlap and number of unique Ensembl gene IDs of protein coding genes with transcriptional start site nearest to BMAL1 ChIP-seq peaks in the two undifferentiated (UNDIFF1 and UNDIFF2) and two differentiated (DIFF1 and DIFF2) samples.

#### Functional analysis of protein coding genes nearest transcriptional start sites of ChIP-seq peaks

Ensembl protein coding gene IDs with the nearest transcriptional start site to peaks were explored as potential regulatory targets of BMAL1. Analysis of overlapping gene IDs among the samples found 846 common to all four ChIP-seq samples (i.e. UNDIFF and DIFF; Fig 1B; S2 Table). 

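Genes with peaks in all 4 samples included Prlr, Ghr, Lpl, Vldlr, Gpam, Ppargc1a, Slit2, Robo1, Wnt2 and Fzd1. Of the classical cadherins, 13 of 22 near a peak were in all 4 lists, as were 11 of 14 potassium channel genes and 10 of 14 extracellular matrix genes of Table 1. The Table 1 groups, among them the 14 potassium channels, were chosen by the study on these samples and are not independent evidence. No core clock gene, milk protein gene, serotonin gene or antioxidant gene was in all 4 lists. Only 829 of the 20906 protein coding genes with an Ensembl ID were, so groups this small cannot show an absence. In total, 829 protein coding genes lay nearest to a peak in every sample, among them 794 of the genes in S2 Table. Lists of the same lengths drawn independently from the 17329 genes near any peak would share 78.5 genes. Peaks placed at random on their own chromosomes shared 882.5 ± 19.7 genes (SD of 100 placements, range 813 to 928). The observed lists held 2633 genes for UNDIFF1, 1814 for UNDIFF2, 5006 for DIFF1 and 17079 for DIFF2. The random lists were longer, with means of 3056, 2625, 5316 and 17567 genes, so this count is not matched for list size. Of the 830 genes shared by UNDIFF1, UNDIFF2 and DIFF1, 829 were also in DIFF2. Without UNDIFF1 the number in all lists was 1248 and without UNDIFF2 1661, while it was 298 at 4-fold over input and 499 within 100 kb of a start site.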

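The milk fat genes Fasn, Scd2, Srebf2, Insig2, Plin5 and Ppara had peaks in both DIFF cultures and in neither UNDIFF culture. So did the clock genes Clock, Npas2, Nr1d1 and Rora and the clock output genes Tef and Bhlhe41. Igf1r, Prl8a2 and Nr3c1 of the prolactin signalling group also did, as did 11 genes of the Wnt pathway, among them Wnt5a, Wnt7a and Axin2. Of the milk protein genes, Xdh was the only one. In all, 2746 protein coding genes met this rule, and 2 met the mirrored rule of both UNDIFF and neither DIFF culture. Random placement of the peaks on their own chromosomes gave 2721 ± 43.0 genes (SD of 100 placements) for the first rule and 4.04 for the second. The random lists held more genes than the observed ones here as well. Of the genes near a DIFF1 peak, 96.4% were also near a DIFF2 peak. For genes near an UNDIFF1 or UNDIFF2 peak this share was 97.7% and 98.3%. For genes near any peak it was 98.6%, but that set holds the DIFF2 list itself. Of all annotated protein coding genes, 81.3% were near a DIFF2 peak. With equal numbers of peaks per sample the first count was 262, and without soft-masked sequence, a setting chosen after seeing the data, 1519.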

There were 2773 protein coding genes common to both DIFF samples, but not found in UNDIFF samples, and were considered as potential BMAL1 targets distinctly regulated in differentiated versus undifferentiated mammary epithelial cells (S3 Table). To increase confidence in potential as a BMAL1 target, only genes with overlapping peaks between at least two samples were used for downstream analysis. There were 97 common between UNDIFF samples (S4 Table) and 778 common between DIFF samples (S5 Table). 

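At Lpl, the lipoprotein lipase gene, the UNDIFF cultures shared a peak 37.7 kb downstream of the start site, and the DIFF cultures shared another about 65.0 kb downstream. Cdk14 had a site shared by the UNDIFF cultures in an intron, and Jak2, Insr, Prl8a2, Fis1 and Sox6 had sites shared by the DIFF cultures. Over the genome, 95 pairs of peaks overlapped between UNDIFF1 and UNDIFF2, 9.06 times the 10.5 ± 3.16 of random placement. Between DIFF1 and DIFF2, 776 pairs overlapped, 1.24 times the 624 ± 25.3 of random placement (one-sided permutation p = 0.001 for both, the smallest that 1000 placements can give). With equal numbers of peaks per sample, 31 pairs overlapped between DIFF1 and DIFF2, 2.99 times the 10.4 of random placement, and 87 between the UNDIFF cultures, 9.68 times (one-sided permutation p = 0.001 for both). In the full lists, the overlapping peaks were 1.45% of the UNDIFF1 peaks, 1.74% of the UNDIFF2 peaks, 5.67% of the DIFF1 peaks and 0.419% of the DIFF2 peaks. Of the DIFF1 peaks that overlapped a DIFF2 peak, 69.1% lay in soft-masked repeats, against 26.6% of all DIFF1 peaks. Without the peaks in repeats, a setting chosen after seeing the data, 76 pairs overlapped between DIFF1 and DIFF2 against 81.7 at random (one-sided permutation p = 0.753), and 65 between the UNDIFF cultures against 7.73 (one-sided permutation p = 0.001).

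**Figure D2:**
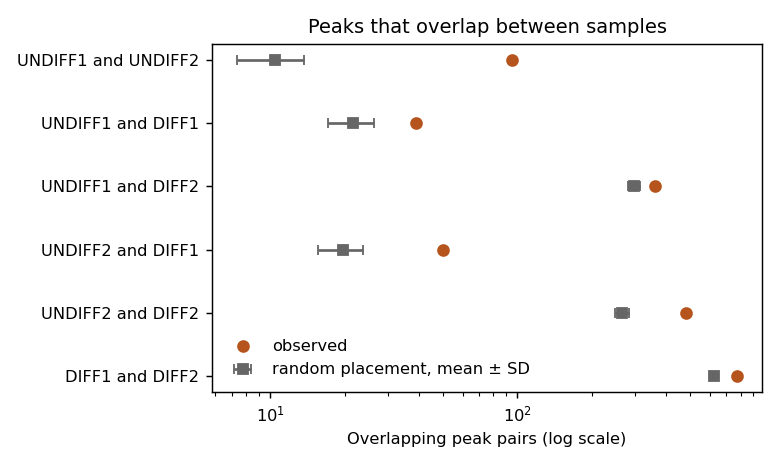
Pairs of overlapping peaks on a log axis for each pair of samples. Circles show the observed numbers, and squares the mean ± SD of 1000 random placements.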

Gene targets with overlapping peaks between any two samples (1343; S6 Table), regardless of differentiation state, were used for downstream analysis.

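Genes whose overlapping sites reached all 4 samples included Cdh6, Cdh18, Epha7 and Lpl, each through different sites. Ranked by score among the 48 genes with overlapping peaks in every sample, the first 10 were C130026I21Rik, 4930467E23Rik, Btbd35f26, Btbd35f27, Mup17, Mterf1b, Anxa10, Marchf1, Csmd3 and Nat1. Csmd3, on chromosome 15, had 19, 26, 27 and 252 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2, of which 4, 4, 9 and 15 overlapped a peak of another sample. No single site was shared by 4 samples, 25 sites were shared by 3 and 1729 by 2. Within an intron of Cdh18, peaks of UNDIFF1, UNDIFF2 and DIFF2 met about 25.1 kb from the start site, in repeat sequence. In total, 850 protein coding genes had overlapping peaks between any 2 samples. For 734 of them (86.4%) the overlap needed DIFF2, and 379 were also in all 4 gene lists. The DIFF pair shared sites at 461 genes and the UNDIFF pair at 61. Without DIFF2, 116 genes had overlapping peaks, and without DIFF1 453.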

Functional annotation analysis of the 1343 genes with overlapping peaks (Table 1; S7 Table) found approximately one-third enriched the gene ontology *membrane*. 

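Fzd1, which encodes a Wnt receptor, had 8, 11, 11 and 74 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2. UNDIFF2 and DIFF2 peaks overlapped at sites 176.8 kb and -177.6 kb from the Fzd1 start site on chromosome 5. Insr, the insulin receptor gene, had a site at -33.4 kb where DIFF1 (fold 4.06) and DIFF2 (fold 7.25) met, and Ghr, for the growth hormone receptor, had 2 sites where UNDIFF2 and DIFF1 met, 22.3 kb from its start site in an intron and at -20.1 kb. Pth2r, the gene of parathyroid hormone 2 receptor, had 2, 1, 4 and 54 peaks, none overlapping. Among 24 glutamate receptor genes near a peak, 7 had overlapping peaks, among them Gria1, Gria3, Grin2a and Grm7. The random mean was 5.48 (one-sided permutation p = 0.238, adjusted p = 0.713), while Fisher's exact test against all genes near a peak gave an adjusted p of 0.000498 (one-sided). Of 10 solute carriers listed in Table 1, Slc10a2, Slc20a2, Slc38a10 and Slc39a11 had overlapping peaks, against 3.67 at random (one-sided permutation p = 0.55).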

Among the genes in this category were nine glutamate receptors, ten solute carriers, the Wnt receptor *Fzd1* and receptors for prolactin, growth hormone, insulin and parathyroid hormone. Within the category GO:0007156~*homophilic cell adhesion via plasma membrane adhesion molecules* were fourteen cadherin genes and three atypical cadherins. Also, among the BMAL1 targets were genes that encoded multiple ephrin receptors and their ligands, prostaglandin E receptors, mitochondrial fission regulators, cell division regulators, multiple steroid hormone receptors and extracellular matrix proteins and proteases (Table 1).

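Classical cadherins with overlapping peaks were Cdh5, Cdh6, Cdh7, Cdh9, Cdh10, Cdh11, Cdh12, Cdh13, Cdh17, Cdh18, Cdh19 and Cdh20, or 12 of 22 near a peak. Cdh1, the E-cadherin gene of epithelial cells, had none. Background genes had overlapping peaks in 4.91% of cases, and Fisher's exact test gave an adjusted p of 2.0e-09 (one-sided). Random placement of the shared sites reached 9.95 classical cadherins on average (one-sided permutation p = 0.143, adjusted p = 0.502). Pcdh18 was the only 1 of 14 atypical cadherin and protocadherin genes with overlapping peaks, where UNDIFF2 and DIFF1 met 330.7 kb from its start site, below the random mean of 3.28.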

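Among the extracellular matrix genes and proteases of Table 1, Adamts5, Adamts12, Mmp16, Col1a2, Col3a1, Col8a1, Col11a1, Postn and Fbn2 had overlapping peaks, or 9 of 14, against 3.60 at random (one-sided permutation p = 0.002, adjusted p = 0.054). All 3 mitochondrial fission genes with overlapping peaks, Gdap1, Fis1 and Dnm1l, had them between DIFF1 and DIFF2, against 0.521 at random (one-sided permutation p = 0.005, adjusted p = 0.0674). Cell division genes Cdc14a, Cenpc1, Cenpe, Cenpw and Cdk14 were 5 of 9 (random mean 2.33, adjusted p = 0.135), and potassium channels 8 of 14 (random mean 4.92, adjusted p = 0.232), both by one-sided permutation. Epha3, Epha5, Epha7, Efna3 and Efna5 were 5 of 16 ephrins and receptors (random mean 4.73), and Hnf4g, Nr5a2 and Rarb were 3 of 6 nuclear receptors (random mean 2.53). None of the prostaglandin E receptor genes had overlapping peaks, although Ptger2, Ptger3 and Ptger4 had peaks in every sample. The Table 1 groups, among them the 14 potassium channels, were chosen by the study on these samples, so they are not independent evidence. Of the 27 groups, 12 passed Fisher's exact test (one-sided, adjusted p under 0.05) and 0 passed random placement of the 1754 shared sites, where 5 of the 12 had an unadjusted p under 0.05. The random placement reached 1082 genes on average, more than were observed. Without DIFF1 or without DIFF2, 1 group passed Fisher's exact test. With as many genes as observed, a test chosen after seeing the data, the adjusted permutation p (one-sided) was 0.018 for extracellular matrix and for mitochondrial fission and 0.0472 for cell division.

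**Figure D3:**
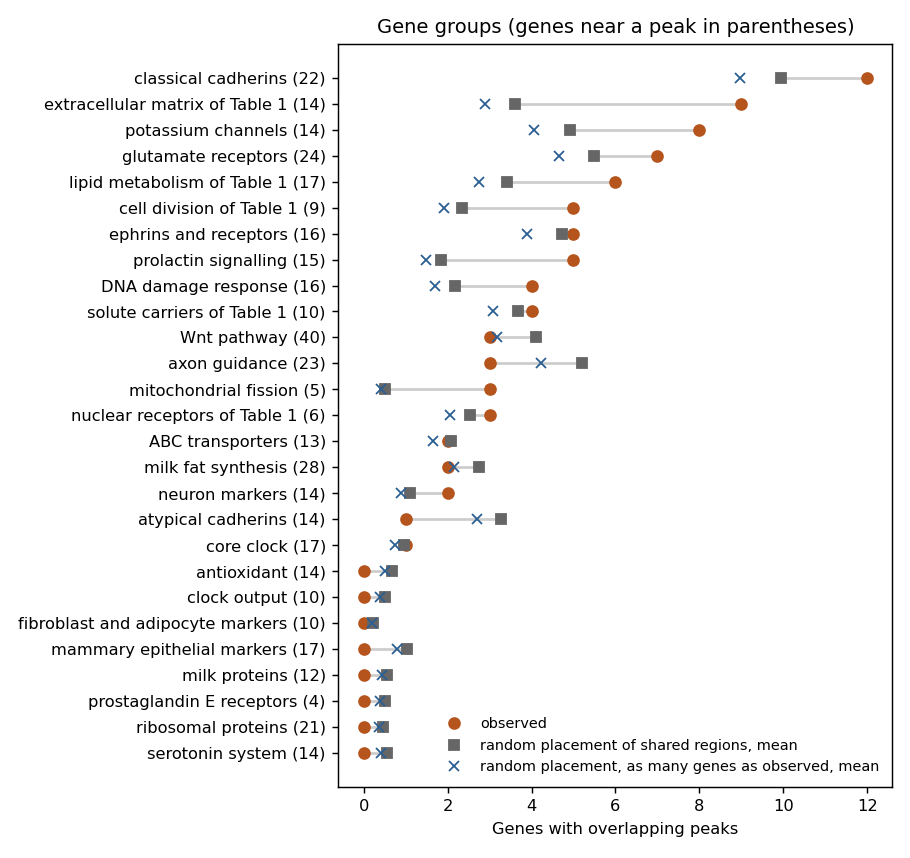
Genes with overlapping peaks in each of 27 groups, with the number of genes near a peak in parentheses. Circles are observed counts, squares the mean of random placement and crosses the mean of random placement with as many genes as observed.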

**Table 1:** Representative categories enriched with protein coding genes nearest to BMAL1 ChIP-seq overlapping peaks.

Term	Count	Percent	p-value	Representative genes within category
GO:0016020~membrane	449	33.46	9.29E-08	adhesion G protein-coupled receptors [Adgrb3, Adgre5, Adgrl2, Adgrl3], glutamate receptor ionotropic [Grin2a, Grin3a, Gria1, Gria2, Gria3, Grid2], glutamate receptor, metabotropic [Grm3, Grm7, Grm8], parathyroid hormone 2 receptor[Pth2r], prolactin receptor[Prlr], insulin receptor[Insr], growth hormone receptor [Ghr], frizzled class receptor 1[Fzd1], solute carrier family [Slc10a2, Slc13a1, Slc20a2, Slc30a8, Slc38a10, Slc38a4, Slc39a11, Slc39a10, Slc4a4, Slc8a1]
GO:0007156~homophilic cell adhesion via plasma membrane adhesion molecules	26	1.93	1.41E-06	Cadherins [Cdh4, Cdh5, Cdh6, Cdh7, Cdh8, Cdh9, Cdh10, Cdh11,Cdh12, Cdh13, Cdh17, Cdh18, Cdh19,Cdh20]; protocadherin [Pcdh18, Pcdh19] Atypical cadherins [Fat1, Fat3, Fat4]
GO:0004957~prostaglandin E receptor activity	4	0.30	1.34E-03	Ptger2, Ptger3, Ptger4
GO:0048013~ephrin receptor signaling pathway	9	0.67	1.61E-03	Eph receptors [Epha3, Epha5, Epha6, Epha7], ephrins [Efna3, Efna5, Efnb2]
GO:0006813~potassium ion transport	16	1.19	2.79E-03	Kcnab1, Kcnb2, Kcnd2, Kcnd3, Kcng3, Kcnj16, Kcnj2, Kcnk1, Kcnk2, Kcnmb2, Kcnq3, Kcnq5, Kcns2, Kcnv1
GO:0004842~ubiquitin-protein transferase activity	30	2.24	4.18E-03	tripartite motif-containing [Trim2, Trim24, Trim32, Trim56], ring finger protein [Rnf19a, Rnf216], Genes involved in cellular response to DNA damage [BRCA1 associated RING domain 1(Bard1), F-box and WD-40 domain protein 7(Fbxw7), NSE2/MMS21 homolog, SMC5-SMC6 complex SUMO ligase(Nsmce2), ubiquitin protein ligase E3 component n-recognin 5(Ubr5), ubiquitin-conjugating enzyme E2E 2(Ube2e2), ubiquitin-conjugating enzyme E2W (Ube2w)]
GO:0043565~sequence-specific DNA binding	47	3.50	1.69E-02	homeobox genes [Irx3, Nkx6-1, Nobox, Pou4f2, Cux1, Isx, Obox2, Prrx1, Pbx1, Satb1, Satb2, Zfhx3], steroid hormone receptor [Esrrg, Hnf4g, Nr3c2, Nr5a2, Rarb, Thrb]
GO:0009115~xanthine catabolic process	3	0.22	2.49E-02	aldehyde oxidases [Aox1, Aox2, Aox3]
GO:0031012~extracellular matrix	24	1.79	3.89E-02	proteases [Adamts5, Adamts12, Adamts18, Adamts20,MMp16], collagens [Col1a2, Col3a1, Col5a2, Col8a1, Col11a1], Postn, Fbn2, Nid2, Thbs2
GO:0000266~mitochondrial fission	3	0.22	--	ganglioside-induced differentiation-associated-protein 1 [Gdap1], fission, mitochondrial 1 [Fis1], dynamin 1-like [Dnm1l]
GO:0051301~cell division	25	1.8	--	Cdc14a, Centromere proteins [Cenpc1, Cenpe, Cenpw], Cyclin dependent kinases [Cdk6, Cdk14], par-3 family cell polarity regulator [Pard3, Pad3b]
GO:0006629~lipid metabolic process	24	1.7	--	Lipid biosynthesis [Agpat9,Mid1ip1,Gpam,Oxsm, Cbr4, Cyp51, Lclat, Lpgat], lipid degradation [Daglb, Enpp2, Galc, Lpl, Pnpla6, Plcxd3, Pla2g4a], cholesterol metabolism [Vldlr, Lep, Cyp7b1]

Ingenuity Pathway Analysis (IPA) tools were used to further explore the data set of potential BMAL1 targets represented by overlapping peaks between samples. The most enriched IPA canonical pathway (S8 Table) was *Synaptogenesis Signaling Pathway* (*p* = 1.21E-10; S9 Table). Among the 43 genes that enriched this pathway were fourteen cadherins, ephrins and their receptors, glutamate receptors, the very low density lipoprotein receptor (*Vldr*), and alpha synuclein (*Snca*). 

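Vldlr had 2, 1, 1 and 14 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2 and none that overlapped. Epha5 and Efna5 were among the ephrin genes with shared sites, and Gria3 and Grm7 among the glutamate receptors. Of 14 genes listed as neuron markers, 2 had overlapping peaks, against a mean of 1.10 under random placement (one-sided permutation p = 0.3).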

Another highly enriched canonical pathway was *Axonal Guidance Signaling* (*p-*value = 4.67E-6; S10 Table). Genes that enriched this pathway included two round about guidance receptors (*Robo1*, *Robo2*) and their ligand (*Slit2*), semaphorins (Sema3A, Sema5A), *Wnt2*, *Wnt2b*, unc-5 netrin receptors (*Unc5c*, *Unc5d*) and netrin G (*Ntng1*). 

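Robo2 had overlapping peaks of DIFF1 (fold 9.44) and DIFF2 (fold 4.90) in an intron 14.0 kb from an annotated start site on chromosome 16. Unc5d had a site of UNDIFF1 and DIFF2 at -349.8 kb from its start site, and Wnt2b a site of DIFF1 and DIFF2 at -10.4 kb. Robo1, Slit2, Sema3a, Sema5a, Wnt2, Unc5c and Ntng1 each had peaks in all 4 samples and no overlapping ones. Among 23 axon guidance genes near a peak, these 3 with overlapping peaks were fewer than the 5.20 of random placement (one-sided permutation p for an excess = 0.958).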

The most significant upstream regulators of BMAL1 (S11 Table) target genes identified by IPA were the glutamate receptor GRIN3A (*p*-value = 1.05 E-16; S12 Table), the CREB transcription factor (*p*-value = 2.76 E-14; S13 Table), and the chorionic gonadotropin complex (CG; *p*-value = 2.28 E-8; S14 Table) with 32, 72 and 45 molecules in the datasets, respectively. The IPA generated regulator network with the highest consistency score indicated the potential BMAL1 targets positively affected processes involved in formation of cellular protrusions, branching of cells, development of sensory organ, sprouting, size of body, and efflux of lipids, while inhibiting organismal death (S13 Table; S2 Fig) A schematic, which represented approximately 15% of the BMAL1 targets, was generated using IPA my pathway tools by combining genes identified as downstream targets of CREB and estradiol (Fig 2; S14 Table). The schematic illustrates that BMAL1 targets encode proteins across multiple subcellular locations, and the presence of multiple ligand and receptor pairs to include prolactin (*Prl8a2*) and its receptor (*Prlr*), *Slit2* and *Robo*, *Wnt2* and *Fzd1*, glial cell derived neurotrophic factor (*Gdnf*) and its receptor (*Gfra1*) and insulin (*Ins1*) and its receptor (*Insr*).

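Gfra1 had overlapping peaks of DIFF1 (fold 5.74) and DIFF2 (fold 6.17) in an intron 37.5 kb from its start site on chromosome 19. Its ligand gene Gdnf had 4, 4, 4 and 36 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2, without overlap. Ins1 had peaks in every sample, with 1 overlap of UNDIFF2 and DIFF2 98.1 kb from its start site in repeat sequence. Slit2 and Wnt2, the ligand genes for the Robo and frizzled receptors, had 62 and 12 DIFF2 peaks but no overlapping ones.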

**Fig 2:**
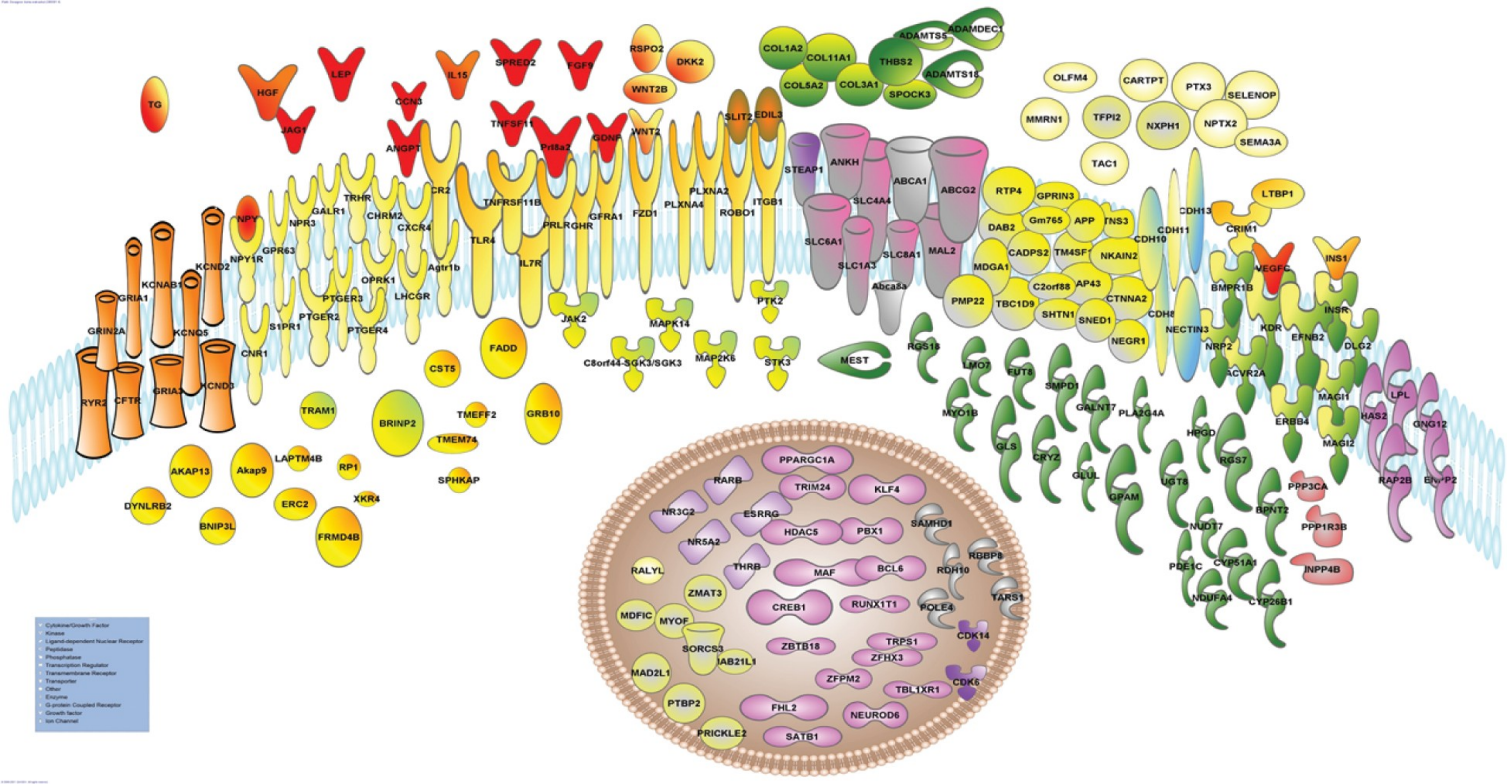
Schematic showing cellular location of BMAL1 targets downstream of CREB1 and estradiol generated using Ingenuity Pathway Analysis tools, with the addition of insulin and Fzd1 genes. Gene names and symbols are given here and can be found with more detail in S16 Table. ATP-binding cassette subfamily A (Abca1, Abca8a, Abcg2); Activin A receptor (Acvr2a), ADAM metallopeptidase with thrombospondin type 1 (Adamts5, 18) and ADAM like decysin (Adamdec1), angiotensin II receptor (Agtr1b), A kinase anchoring protein (Akap9,13), angiopoietin (Angpt1), inorganic phosphate transporter (Ankh), amyloid beta precursor protein (APP), bone morphogenetic protein receptor type 1B (Bmpr1b), bisphosphate nucleotidase (Bpnt2) retinoic acid inducible (Brinp2), chromosome 2 open reading frame 88 (C2orf88), serum/glucocorticoid regulated kinase (Sgk3), calcium dependent secretion activator 2 (Cadps2), cellular communication network factor 3 (Ccn3), cadherins (Cdh8, 10,11, 13), cyclin dependent kinase (Cdk6, 14), CF transmembrane conductance regulator (Cftr), cholinergic receptor muscarinic 2 (Chrm2), cannabinoid receptor 1 (Cnr1), collagens (Col1a2, 3a1, 5a2, 11a1), complement C3d receptor 2 (Cr2), cAMP responsive element binding protein 1 (Creb1), cysteine rich transmembrane BMP regulator 1 (Crim1) crystallin zeta (Cryz), cystatin (Cst5), catenin alpha 2 (Ctnna2), chemokine receptor (Cxcr4), cytochrome P450 family (Cyp26b1, 51a1), DAB adaptor protein 2 (Dab2), dickkopf WNT signaling pathway inhibitor 2 (Dkk2), discs large MAGUK scaffold protein 2 (Dlg2), dynein light chain roadblock-type 2 (Dynlrb2), EGF like repeats and discoidin domains 3 (Edil), ephrin B2 (Efnb2), ectonucleotide pyrophosphatase (Ennpp2), erb-b2 receptor tyrosine kinase 4 (Erbb4), ELKS/RAB6-interacting/CAST family member 2 (Erc2), estrogen related receptor gamma (Esrrg), Fas associated via death domain (Fadd), fibroblast growth factor (Fgf9), four and a half LIM domains 2 (Fhl2), FERM domain containing 4B (Frmd4b), fucosyltransferase 8 (Fut8), polypeptide N-acetylgalactosaminyltransferase 7 (Galnt7), galanin receptor (Galr1), growth associated protein 43 (Gap43), glial cell derived neurotrophic factor (Gdnf), growth hormone receptor (Ghr), glutaminase (Gls), glutamate-ammonia ligase (Glul), G protein subunit gamma 12 (Gng12), glycerol-3-phosphate acyltransferase (Gpam), G protein-coupled receptor 63 (Gpr63), GPRIN family member 3 (Gprin3), growth factor receptor bound protein 10 (Grb10), glutamate ionotropic receptors (Gria1, Gria3, Grin2a), hyaluronan synthase 2 (Has2), histone deacetylase 5 (Hdac5), hepatocyte growth factor (Hgf), 15-hydroxyprostaglandin dehydrogenase (Hpgd), interleukin 15 (Il15), interleukin receptor (Il7r), inositol polyphosphate-4-phosphatase type II B (Inpp4b), insulin (Ins1), integrin subunit beta 1 (Itgb1), jagged canonical Notch ligand (Jag1), janus kinase 1 (Jak1), potassium voltage-gated channel (Kncab1, d2, d3, q5), kinase insert domain receptor (Kdr), Kruppel like factor 4 (Klf4), leptin (Lep), luteinizing hormone/choriogonadotropin receptor (Lhcgr), LIM domain 7 (Lmo7), lipoprotein lipase (Lpl), latent transforming growth factor beta binding protein 1 (Ltbp1), mab-21 like 1 (Mab21l1), mitotic arrest deficient 2 like 1 (Mad2l1), MAF bZIP transcription factor (Maf), membrane associated guanylate kinase (Magi1,2), mal, T cell differentiation protein 2 (Mal2), mitogen-activated protein kinase (Map2k6,k14), MyoD family inhibitor domain containing (Mdfic), MAM domain containing glycosylphosphatidylinositol anchor 1 (Mdga1), mesoderm specific transcript (Mest), myosin (Myo1b), myoferlin (Myof), NDUFA4 mitochondrial complex associated (Ndufa4), Nectin cell adhesion molecule (Nectin3), neural growth regulator (Negri), neuronal differentiation 6 (Neurod6), sodium/potassium transporting ATPase interacting (Nkain2), natriuretic peptide receptor 3 (Npr3), neuronal pentraxin 2 (Nptx2) neuropeptide Y (Npy) and receptor (Npr1r), nuclear receptors (Nr3c2-mineralcorticoid receptor; Nr5a2- liver receptor 1, an essential transcriptional regulator of lipid metabolism), neuropilin 2 (Nrp2), nudix hydrolase 7 (Nudt7), neurexophilin 1 (Nxph1), olfactomedin 4 (Ofm4), opioid receptor kappa 1 (Oprk1), PBX homeobox 1 (Pbx1), phosphodiesterase 1C (Pde1c), phospholipase A2 (Pla2g4a), plexin (Plxna2, a4), peripheral myelin protein 22 (Pmp22), PPARG coactivator 1 alpha (Ppargc1a), protein phosphatase 1 regulatory subunit 3B (Ppp1r3b), protein phosphatase 1 catalytic subunit alpha (Ppp3ca), prickle planar cell polarity protein 2 (Prickle2), prolactin (Prl8a2), prolactin receptor (Prlr), polypyrimidine tract binding protein 2 (Prbp2), prostaglandin E receptor (Ptger2,3,4), protein tyrosine kinase 2 (Ptk2), pentraxin (Ptx3), RALY RNA binding protein like (Ralyl), Rap2b, RB binding protein 8 (Rbbp8), retinol dehydrogenase 10 (Rdh10), regulator of G protein signaling (Rgs7, 18), roundabout guidance receptor 1 (Robo1), RP1 axonemal microtubule associated (Rp1), R-spondin 2 (Rspo2), receptor transporter protein 4 (Rtp4), RUNX1 partner transcriptional co-repressor 1 (Runx1t1), ryanodine receptor 2 (Ryr2), sphingosine-1-phosphate receptor 1 (S1pr1), Samhd1, SATB homeobox 1 (Satb1), selenoprotein P (Selnop), semaphorin 3A (Sema3a), shootin 1 (Shtn1), solute carrier (SLC1a3, 4a4, 6a11, 8a1), slit guidance ligand 2 (Slit2), sphingomyelin phosphodiesterase 1 (Smpd1), sushi, nidogen and EGF like domains 1 (Sned1), sortilin related VPS10 domain containing receptor 3 (Sorcs3), SPHK1 interactor, AKAP domain containing (Sphkap), SPARC-osteonectin (Spock3), sprouty related EVH1 domain, Steap1, containing 2 (Spred), serine/threonine kinase 3 (Stk3), tachykinin precursor 1 (Tac1), threonyl-tRNA synthetase 1 (Tars1), Tcb1d9, TBL1X receptor 1 (Tbl1xr1), tissue factor pathway inhibitor 2 (Tfpi2), thyroglobulin (Tg), thyroid hormone beta (Thrb), toll like receptor 4 (Tlr4), transmembrane (Tm4sf1, Tmeff2, Tmem74), TNF (Tnfsf11) and TNF receptor (Tnfrsf11b), tensin 3 (Tns3), translocation associated membrane protein 1 (Tram1), thyroid releasing hormone receptor (Trhr), tripartite motif containing 24 (Trim24), transcriptional repressor GATA binding 1 (Trps1), UDP glycosyltransferase 8 (Ugt8), vascular endothelial growth factor C (Vegfc), Wnt2, Wnt2b, Xkr4, zinc finger (Zbtb18, Zfhx3, Zfpm2, Zmat3).

### Analysis of overlap of protein coding genes closest to ChIP-seq peaks with genes exhibiting circadian rhythms of expression in mammary and liver BMAL1 target genes

A secondary approach to verify BMAL1 targets identified with ChIP-seq, was to query for overlap of targets with genes that exhibited circadian rhythms of expression in mammary tissue or identified as BMAL1 targets in hepatic tissue. The set of genes in S2 and S3 Tables were used for this analysis. 

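Bard1, Fbxw7, Nr3c2, Pla2g4a and Gpam had peaks in all 4 samples, and Tef, Prdx6 and Tbxas1 in both DIFF cultures alone. S17 Table, which joins the BMAL1 gene lists with mammary transcriptomes, names 249 gene IDs. Of these, 41 lay nearest to a peak in all 4 lists, 192 in both DIFF and neither UNDIFF list, and 28 had overlapping peaks. The mammary transcriptomes were not analysed here.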

Genes identified as potential targets in UNDIFF and DIFF samples overlapped with 102 genes that exhibited circadian rhythms of expression in virgin mouse glands [13] and 189 in lactating breast of women [14]. Functional annotation analysis of overlap between mammary circadian rhythm transcriptomes and potential BMAL1 targets categorized thirteen genes in GO:0006974~*cellular response to DNA damage stimulus* (S17 Table and Table 2). 

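Cdkn2aip, Bard1 and Mapk14 were among the 4 of 16 listed DNA damage genes with overlapping peaks, against a mean of 2.19 under random placement (one-sided permutation p = 0.149, adjusted p = 0.502). Parp1, Fancl, Apc, Prkdc, Ascc3, Mapk14 and Ercc4 had peaks in both DIFF cultures and in neither UNDIFF culture. Bard1, Fbxw7, Nsmce2 and Rad23b were among those with peaks in every sample. The list came from the paper's tables and is not independent evidence.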

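Pla2g4a, a phospholipase gene, had overlapping peaks of DIFF1 and DIFF2 354.5 kb from its start site on chromosome 1. Fdft1, Tbxas1, Mgll, Plcg2 and Plcl2 had 1, 2, 1, 3 and 2 peaks in DIFF1 and 3, 8, 4, 12 and 16 in DIFF2, and none in either UNDIFF culture. A DIFF1 peak of Tbxas1 lay in an intron 3.45 kb from its start site, with a fold of 11.05 over input. Gpam had 2, 2, 1 and 48 peaks over the 4 samples, none of them overlapping.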

Nine genes were clustered in GO:0006629~*lipid metabolic process* including, *Fdft1*, *Gpam*, a thromboxane synthase (*Tbxas1*), and several lipases (*Mgll*, *Plcg2*, *Plcl2*, *Pla2g4a*). 

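Sox13 had a DIFF2 peak at its promoter, 0.051 kb from the start site (fold 2.74). Tef had 1 peak in DIFF1 and 6 in DIFF2, Prdx6 had 4 and 1, Pfkp 1 and 58 and Foxi1 1 and 4, with none in the UNDIFF cultures. Sox17 had peaks in every sample, and those of UNDIFF1 and DIFF2 overlapped at -44.5 kb from its start site. Nr3c2 had 3, 4, 3 and 22 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2, with no overlap.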

Other genes overlapping between mammary transcriptomes and potential BMAL1 targets were *Pfkp*, which catalyzes the first step of glycolysis, *Prdx6*, which encodes an antioxidant protein, several homeobox transcription factors (*Sox13*, *Sox 17*, *Fox I1*), the mineralcortin receptor (*Nr3c2*), and the transcription factor thyrotroph embryonic factor (*Tef*).

**Table 2:** Representative categories enriched with potential BMAL1 target genes identified using ChIP-seq that overlapped with genes that showed circadian rhythms of expression in mammary glands and BMAL1 targets identified in hepatic tissue.

Term	Count	%	P-value	Genes
Overlap with genes that showed circadian rhythm of expression in mammary glands				
Endoplasmic reticulum	27	10.9	3.43E-05	Ankle2, Hsd11b2, Dnase1l3, Syvn1, Rnf103, Scara3, Tmx1, Lrrc8d, Map3k5, Rdh10, Tbxas1, Slc37a1, Ktn1, Creb3l2, Ext1, Anp32a, Sulf2, Fmo1, Ckap4, Fdft1, B3gat1, Ankrd13c, Itpr1, Fgfr3, Nr3c2, Slc35b1, Itpr3
GO:0016567~protein ubiquitination	10	4.0	0.03	Wwp1, Ppil2, Fancl, Trim24, Rnf103, Syvn1, Nsmce2, Tulp4, Kbtbd2, Klhl23
GO:0006974~cellular response to DNA damage stimulus	11	4.4	0.03	Parp1, Fancl, Apc, Ubr5, Prkdc, Nsmce2, Ascc3, Mapk14, Npas2, Ercc4, Clock
GO:0006629~lipid metabolic process	9	3.6	0.2	Plcl2, Gpam, Tbxas1, Dagla, Fdft1, Prdx6, Plcg2, Mgll, Pla2g4a
Overlap with BMAL1 targets in hepatic tissue				
IPR000536:Nuclear hormone receptor, ligand-binding, core	9	3.6	8.2E-08	Ppara, Nr5a2, Esrrg, Rarb, Nr3c2, Nr2f2, Nr1d1, Nr1i2, Rora,
GO:0006629~lipid metabolic process	17	6.9	2.1E-04	Isyna1, Hsd17b2, Gpam, Fdft1, Pten, Prdx6, Vldlr, Aspg, Mgll, Plcxd2, Ppara, Cyp7b1, Plcg2, Plin5, Mogat1, Pcx, Insig2
GO:0055085~transmembrane transport	15	6.1	1.9E-04	Slc17a9, Slc22a4, Slc25a13, Slc2a2, Slc22a15, Trpm7, Itpr2, Slc13a2, Abcg2, Itpr1, Slc16a7, Abcb4, Abca8a, Mfsd1, Slc25a44
GO:0045944~positive regulation of transcription from RNA polymerase II promoter	29	11.8	4.6E-05	Prox1, Tlr2, Nr5a2, Maf, Chd7, Smad2, Tnks, Pcbp1, Klf13, Tet2, Parp1, Tef, Cnot7, Pou2f1, Nr1i2, Crtc1, Rarb, Zfp292, Smarca2, Tfdp1, Rora, Ccnh, Ppara, Arid2, Auts2, Esrrg, Med13, Prrx1, Mtf2

Analysis of overlap of BMAL1 targets in HC11 cells with BMAL1 targets of protein coding genes in hepatic tissue [19] found 244 in common between liver and mammary epithelial cells. Categories genes enriched included *lipid metabolic process transport* (e.g. transporters for citrate-*Scl13a2*, amino acids-*Slc25a13*, lactate, pyruvate- *Slc16a7*, glucose-*Slc2a2*, and several ABC transporters), *positive regulation of transcription from RNA polymerase II promoter*, and 7 (3%) in *circadian rhythm* (S18 Table and Table 2).

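Slc2a2, the glucose transporter gene, had overlapping peaks of DIFF1 and DIFF2 in an intron 5.81 kb from its start site on chromosome 3, at folds of 3.39 and 2.71. Slc13a2 and Slc16a7 had 1 DIFF1 peak each, 5 and 40 DIFF2 peaks, and none in UNDIFF cultures. Slc25a13 had 2, 1, 1 and 8 peaks over the samples. Of the 244 gene IDs in S18 Table, 55 were near a peak in all 4 lists, 172 in both DIFF and neither UNDIFF list, and 28 had overlapping peaks. Here too the paper started from its genes of all 4 samples and those of the DIFF samples alone. That choice largely fixed the first 2 counts in advance. The liver data were not analysed here.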

### Impact of CRISPR-CAS knockout of BMAL1 on HC11 cell growth, differentiation and metabolic activity

A monoclonal line with the BMAL1 gene knocked out (i.e. deleted; BMAL1-KO) using CRISPR-CAS9 technology was created to validate targets and gain an understanding of the functional role that BMAL1. PCR analysis prior to monoclonal selection demonstrated the donor cassette was integrated into target sites using both available guide RNAs (gRNA1 and gRNA2; S3 Fig). Western blot analysis found complete loss of BMAL1 protein expression in several monoclonal lines and supported homozygous knockout of BMAL1 gene was achieved with CRISPR-CAS 9 (Fig 3A). Following Sanger sequencing to confirm genomic integration of green fluorescent protein from the donor cassette (S19 Table), a monoclonal BMAL1-KO line created using gRNA1 was selected to use for all subsequent studies. Temporal analysis of circadian *Per2* expression indicated 24 hr rhythms of gene expression in wild type HC11 (R^2^ = 0.85; *p*-value = 0.00008; amplitude = 1.58) cells, and an attenuation of rhythms in the BMAL1-KO (R^2^ = 0.47; *p*-value = 0.04; amplitude = 0.70) line (Fig 3B). Consistent with our previous results [5,18] expression of BMAL1 protein increased in wildtype lactogen DIFF versus UNDIFF HC11 cultures (Fig 3C).

**Fig 3:**
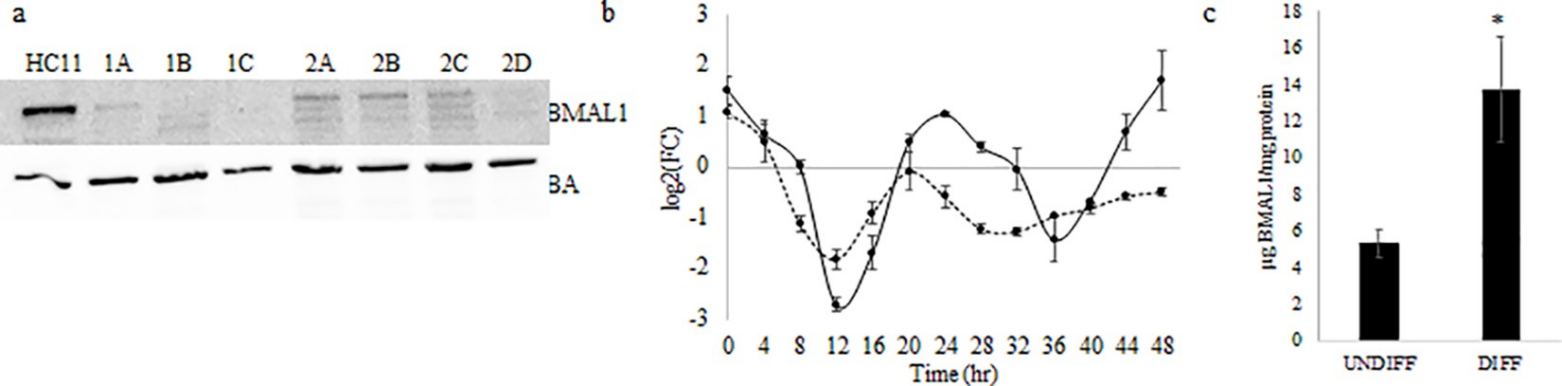
(a)Western blot analysis of BMAL1 protein abundance in HC11 and monoclonal colonies (1A, 1B, 1C, 2A, 2B, 2C, 2D) established from CRISPR-CAS transfected with guide RNA (gRNA) targeting BMAL1 gene post monoclonal selection. BMAL1 is absent in colonies 1C and 2D and decreased in the remaining colonies compared to WT HC11. Monoclonal 1C culture was used in all subsequent experiments, and referred to as BMAL1-KO. Data are representative of two western blots. (b) Temporal analysis of *Per2* expression in WT HC11 (solid line) and BMAL1-KO (dashed line) cultures. For this experiment cells were grown to confluence in growth media. Media was changed to lactogen media for 2 hr to synchronize clocks, as we previously have shown this synchronizes clocks in HC11 cells [5]. At completion of 2 hr lactogen treatment (time 0 hr), cells were rinsed with PBS and cultured in growth media for remainder of the experiment. Cells were collected for isolation of total RNA every 4 hr over a 48 hr period beginning at 0 hr. *Per2* was measured with RT-qPCR, and levels were expressed relative to mean ΔCT of HC11 across all time points. Cosinor analysis found mesor (-0.12 and -0.68), amplitude (1.58 and 0.70), acrophase (0.78 and -0.56), R^2^ (0.85 and 0.47) and *p*-value (8.05 E-5 and 0.04) of fit to a 24 hr rhythm, respectively, for HC11 and BMAL1-KO lines. Data represent n = 3 wells/line and 2 experimental replicates. (c) BMAL1 protein abundance in UNDIFF and DIFF cultures measured using ELISA. Data are expressed as mean μg of BMAL1/mg protein ± standard deviation of three samples per treatment; * indicates difference at *p*<0.05. Data represent n = 3 protein isolates/line/state of differentiation.

Eight-day growth curve analysis showed that although doubling time between wild-type HC11 and BMAL1-KO lines was not different (*p*>0.05), with HC11 at 21.9 ± 3.8 hr and BMAL1-KO at 26.9 ± 3.8 hr, the BMAL1-KO line reached stationary phase at a significantly lower cell density than wild-type HC11 cells (*p*<0.05; Fig 4A). The MTT assay found a similar pattern as the eight-day growth curve (Fig 4B). Analysis of images captured on days 2 and 6 of culture (Fig 4D) found less cells and lower (*p*<0.05) intensity of MTT staining per unit area of cells in BMAL1-KO cultures (Fig 4C), indicating that BMAL1-KO cultures had less cells and lower metabolic activity per cell than wild-type HC11 cultures. FACS analysis found no difference between HC11 and BMAL1-KO in the proportion of cells in G1/G0 and S/G2/M phase of the cell cycle across the eight days (Fig 4E). FACS screening for cells with less than 2N, an indicator of dead or dying cells, found a higher percent in BMAL1-KO cultures on all eight days (*p*<0.05; Fig 4F). Despite no difference in the percent of cells in S/G2/M phases, the expression level of *Ccnd1*, which regulates the transition from G1 to S phase of the cell cycle, was greater (*p*<0.05) in BMAL1-KO line (Fig 4G).

**Fig 4:**
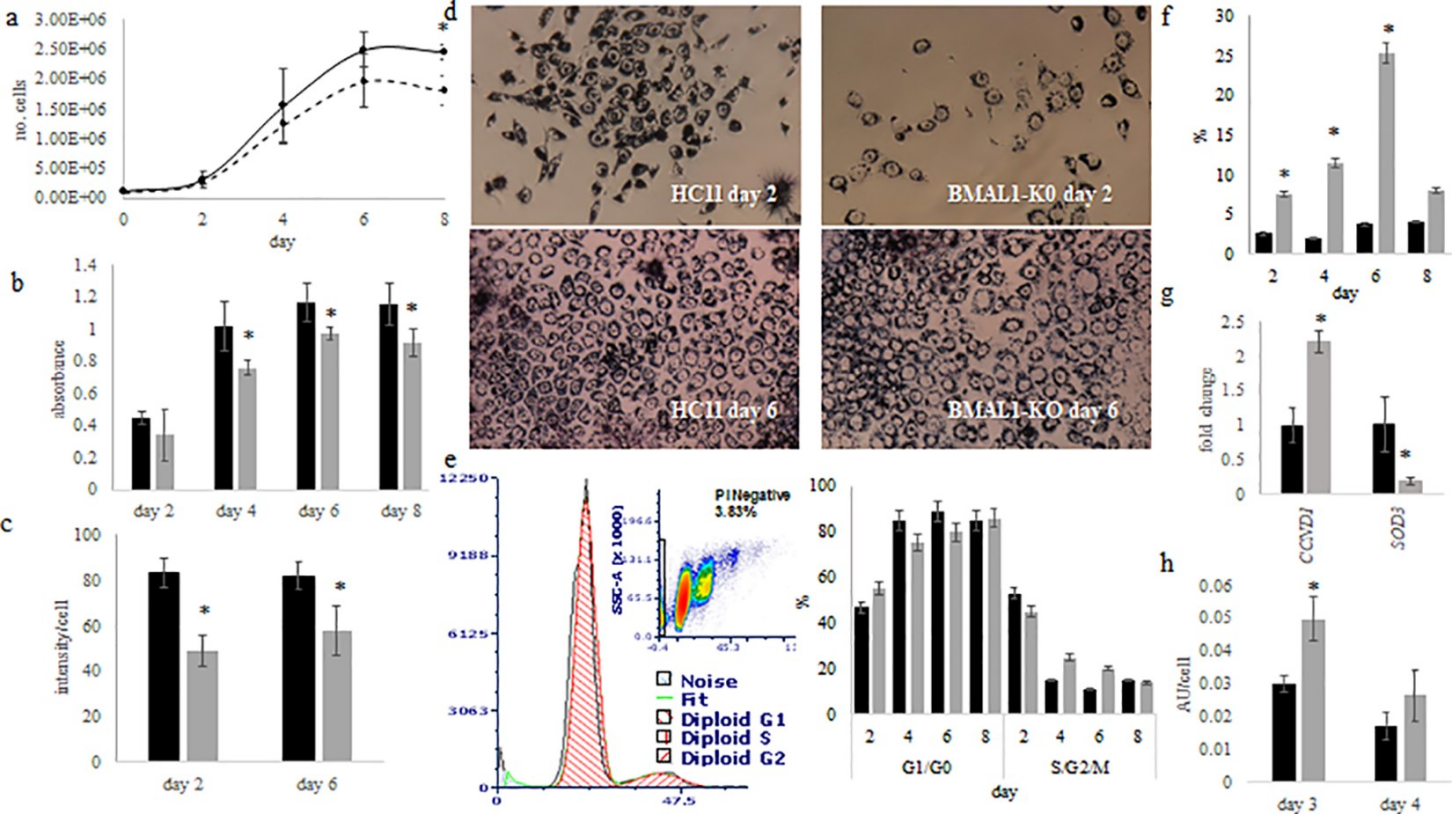
Effect of BMAL1 CRISPR-CAS knockout (BMAL1-KO) on growth and metabolic activity in culture. (a) Eight day growth curve analysis was performed by plating 100,000 cells/well on day 0 in 6 well dish of wild type HC11(black line) and BMAL1-KO (gray line), two wells/treatment were collected and counted every two days; values are mean ± standard deviation across five experiments. Two way ANOVA found that line and day significantly affected (*p*<0.05) number of cells. Data represent five experimental replicates, with n = 2 wells/line per experiment. (b) MTT assay was performed by plating HC11 (black bars) and BMAL1-KO (gray bars) cells at 10,000 cells/well in a 96-well plate; on days 2, 4, 6 and 8 of culture, MTT assay was performed. ANOVA found line and day significantly affected NADH levels; values are mean ± standard deviation; * indicates difference between lines at *p*<0.05 across 3 replicate experiments. Data represent three replicate experiments collected from n = 3 wells/line/day. (c) The intensity of MTT staining per cell across three images on each day in HC11 (black) and BMAL1-KO (gray) cultures was quantified. Values are mean intensity per cell ± standard deviation. A significant difference at *p*<0.05 is indicated by *. (d) Images of cells were captured following staining with the MTT assay on day 2 and 6 of culture. (e) Cells were collected from 100 mm dishes (plating density was 100,000 cells/ml) for fluorescence activated cell sorting (FACS) to determine percent of cells in G1/G0 and S/G2/M phases following labeling with propidium iodide across 8 days of culture. Values are mean across 5 experiments, with ANOVA analysis finding that day had an effect (*p*<0.05) on proportion of cells in phases, but there was no difference between HC11 (black) and BMAL1-KO (gray). (f) FACS analysis for dead or dying cells (cells or events with <2N) in HC11 (black) and BMAL1-KO (gray). Values are percent of total events ± standard error; * indicates difference at *p*<0.05. (g) RT-qPCR analysis of *Ccnd1* and *Sod3* expression in undifferentiated (UNDIFF) cultures of HC11 (black) and BMAL1-KO (gray) cells. Values are mean across triplicate samples and two experimental replicates, normalized to express fold-change relative to mean of HC11 ± standard deviation using delta-delta cycle threshold method; Student t-test analysis * indicates difference between lines at *p*<0.05. (h) Reactive oxygen species (ROS) assay of HC11 and BMAL1 cells on day 3 and 4 of culture. Two-way ANOVA found day and line affected (*p*<0.05) ROS levels; * indicates difference between lines at *p*<0.05 across 3 replicate experiments n = 3 wells/line/day; values are mean of arbitrary units (AU) ± standard deviation.

Others reported that transgenic mice with BMAL1 gene knocked out (*Bmal1*^*−/−*^) had reduced lifespans and displayed symptoms of premature aging associated with increased levels of reactive oxygen species in some tissues [20]. To determine if this was the potential cause of cell loss in BMAL1-KO line, reactive oxygen species (ROS) were measured and found to be significantly higher in BMAL1-KO cultures on day 3 (Fig 4H). 

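Sod3 on chromosome 5 had 1 DIFF1 peak at 52399584 to 52399798 and 5 DIFF2 peaks, the nearest of them at 52399157 to 52399493, which did not share a base with it. No UNDIFF peak had Sod3 as its nearest gene. The DIFF1 peak lay in an intron 35.9 kb from the start site. Among the 14 antioxidant genes near a peak, Sod3 and Prdx6 had peaks in both DIFF cultures, Prdx3 was the only 1 with an UNDIFF peak, and none had overlapping peaks (random mean 0.687).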

RT-qPCR analysis of the antioxidant *Sod3*, which was identified as a potential target of BMAL1 in HC11 cells (one UNDIFF and both DIFF cultures, peaks did not overlap), revealed that mRNA levels were significantly lower in BMAL1-KO versus wild-type HC11 cultures (Fig 4G).

In the DIFF2 sample the serotonin transporter-SERT (*Slc6a4*) and tryptophan hydroxylase 1 (*Tph1*), which encodes the protein that catalyzes the first and rate-limiting step in the biosynthesis of serotonin, were identified as potential targets of BMAL1. 

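Slc6a4 had 3 DIFF2 peaks on chromosome 11, of which the strongest lay -4.10 kb from the start site at 76994329 to 76994665 in repeat sequence, with a fold of 18.85 and p = 1.36e-35 by the authors' peak caller. The others lay -12.9 kb and 37.4 kb from the start site. Tph1 had 2 DIFF2 peaks on chromosome 7, 1 in an intron 6.47 kb from the start site (fold 2.92) and 1 at -8.87 kb (fold 3.35). Neither gene had a peak in UNDIFF1, UNDIFF2 or DIFF1. DIFF2 peaks were nearest to 81.3% of the annotated protein coding genes.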

Lactogen induced differentiation of HC11 cells significantly increased mRNA levels of *Tph1* (Fig 5A) and *Sert* (Fig 5B), whereas levels were significantly lower in the BMAL1-KO line. RT-qPCR analysis using primers that targeted two sites in the *Sert/Slc6a4* promoter region that contained E-box sequences beginning at -42 and -1282 nucleotide bases upstream of the transcriptional start site, found levels 3.5-fold and 2-fold, respectively, higher in UNDIFF BMAL1 ChIP samples than mock-IP samples (Fig 5C). Although only one DIFF sample had a peak in the promoter region of the *Sert/Slc6a4* gene (S4F Fig).

**Fig 5:**
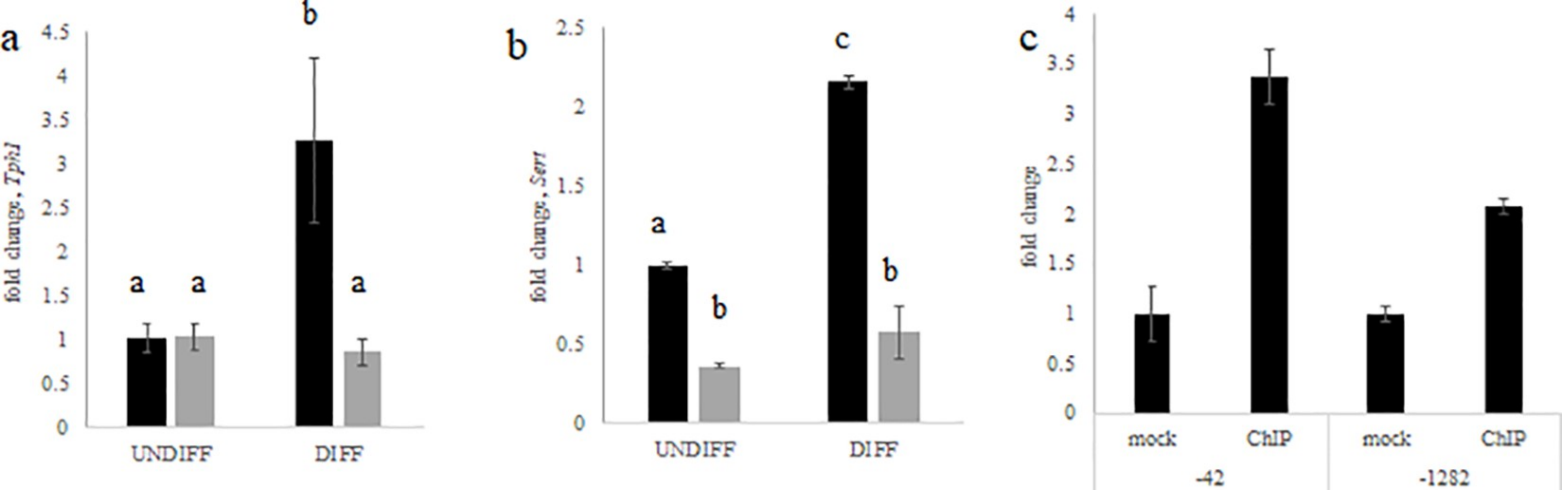
RT-qPCR analysis of (a) *Tph1* and (b) *Slc6a4 (Sert)* in undifferentiated (UNDIFF) and lactogen differentiated (DIFF) HC11 (black) and BMAL1-KO (gray) cultures. Values are mean across triplicate samples and two experimental replicates. To calculate relative difference, data were normalized to mean ΔCT of HC11 and fold change difference was determined using the delta-delta CT method; ANOVA and post-hoc Tukey test analysis indicated with differing letter reflecting difference at *p*<0.05. (c) ChIP-qPCR analysis of *Slc6a4 (Sert)* promoter region using primers that targeted two sites that contained E-box sequences beginning at -42 and -1282 nucleotide bases upstream of the transcriptional start site in undifferentiated HC11 cultures; values are mean across four samples, normalized to express fold-change relative to mean CT of mock. A 2-fold difference was considered a positive ChIP.

*Ppara*, which regulates lipid metabolism and glucose homeostasis, was also identified as a potential target in both DIFF samples (S4A and S4B Fig) as well as in the liver [19]. 

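Ppara had 1 DIFF1 peak in an intron 21.6 kb from its start site on chromosome 15, with a fold of 7.69 over input, and this peak holds the E-box CACGTG. DIFF2 had 6 peaks nearest to Ppara, 1 of them at -1.65 kb from the start site (fold 4.23). No DIFF1 peak of Ppara overlapped a DIFF2 peak, and the UNDIFF cultures had none. Pparg, a nuclear receptor of the same family, had peaks in UNDIFF1 and both DIFF cultures.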

RT-qPCR analysis of *Ppara* expression levels found mRNA depressed in UNDIFF and DIFF BMAL1-KO cultures relative to wild-type HC11 (Fig 6A). 

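Fasn had 1 peak in DIFF1, -22.3 kb from its start site on chromosome 11 (fold 4.90), and 9 in DIFF2, the closest at -8.66 kb (fold 2.64). No DIFF1 and DIFF2 peak of Fasn overlapped. Of 28 milk fat genes near a peak, 12 were near one in both DIFF cultures, and Lpl and Mid1ip1 had overlapping peaks, against a mean of 2.75 at random (one-sided permutation p = 0.783).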

Fatty acid synthase (*Fasn*) was identified as a potential target of BMAL1 in both DIFF samples (S4E Fig). However, RT-qPCR analysis across experimental replicates showed variable results (S5A–S5C Fig). Moreover, temporal analysis of *Fasn* mRNA expression across a 48 hr period indicated lack of a fit (*p*>0.05) to a 24 hr rhythm (S5C Fig). Therefore, it was concluded that *Fasn* mRNA expression was not different between BMAL1-KO and HC11 lines.

**Fig 6:**
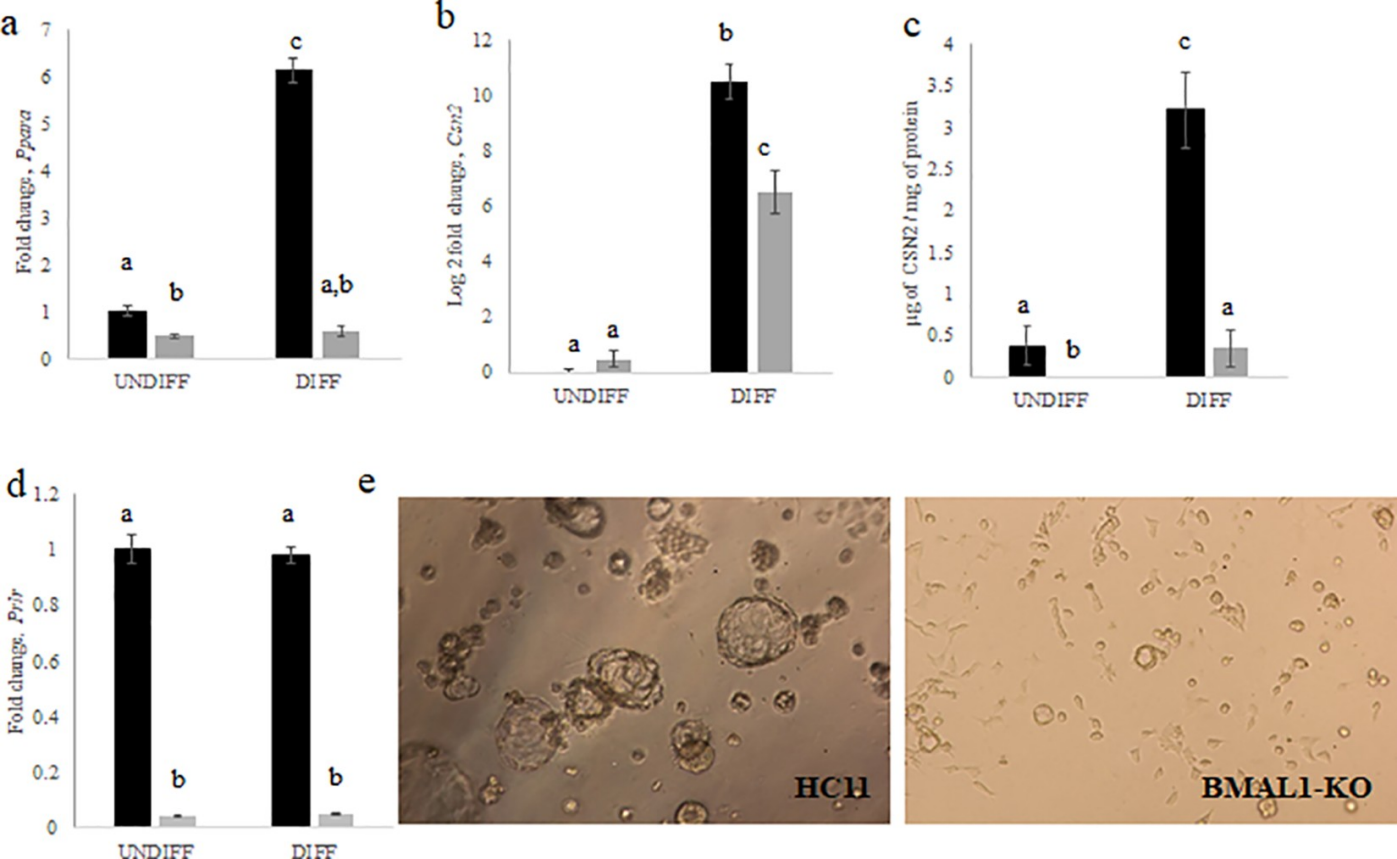
RT-qPCR analysis of (a) *Ppara* and (b) *Csn2* in undifferentiated (UNDIFF) and lactogen differentiated (DIFF) HC11 and BMAL1-KO cultures. Values are mean across triplicate samples and two replicate experiments, normalized to express fold-change relative to mean of HC11 ± standard deviation using delta-delta cycle threshold method. Note the y-axis in *Ppara* is fold change, whereas y-axis for *Csn2* is log base 2 of fold change due to large induction. ANOVA and post-hoc Tukey test analysis findings is indicated by differing letter reflecting difference at p<0.05. (c) ELISA quantification of CSN2 protein in UNDIFF and DIFF HC11 (black) and BMAL1-KO (gray) cultures. Values are mean concentration ± standard deviation across triplicate samples. ANOVA and post-hoc Tukey test analysis findings is indicated by differing letter reflecting difference at p<0.05. (d) RT-qPCR analysis of *Prlr* in UNDIFF and lactogen DIFF HC11 (black) and BMAL1-KO (gray) cultures. Values are mean across triplicate samples, normalized to express fold-change relative to mean of HC11 ± standard deviation using delta-delta cycle threshold method. Note the y-axis is fold change. ANOVA and post-hoc Tukey test analysis findings is indicated by differing letter reflecting difference at p<0.05. (e) Images of two and a half dimensional drip gel cultures of HC11 and BMAL-KO cells taken with phase-contrast microscopy after 7 days of incubation in lactogen media. Cells were plated at 13,000 cells/well.

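Csn2 had 5 peaks in DIFF2 and none in UNDIFF1, UNDIFF2 or DIFF1. The closest lay -1.76 kb from the start site on chromosome 5, at 87701016 to 87701352, in repeat sequence, with a fold of 13.46 and p = 2.38e-15 by the authors' peak caller. Csn1s1, Csn1s2a, Csn3, Wap and Lalba had 8, 5, 2, 1 and 3 DIFF2 peaks and none in the other samples. Xdh was the only 1 of 12 milk protein genes near a peak with a DIFF1 peak, and none had overlapping peaks.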

Although *Csn2*, which encodes the milk protein beta-casein, was only identified as a potential target in one of the differentiated samples (DIFF2), levels of mRNA (Fig 6B) and protein (Fig 6C) were lower in BMAL1-KO versus wild-type HC11 lines in DIFF cultures. Prolactin regulates *Csn2* expression and the prolactin receptor (*Prlr;* S4C and S4D Fig) was identified as a BMAL1 target. 

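Prlr on chromosome 15 had 3 peaks in UNDIFF1, 5 in UNDIFF2, 8 in DIFF1 and 38 in DIFF2. UNDIFF2 and DIFF2 peaks met at 2 sites. At 10250084 to 10250312, 26.3 kb from the Prlr start site in an intron and in repeat sequence, the fold over input was 18.28 in UNDIFF2 and 12.89 in DIFF2 (p = 1.5e-24 for DIFF2 by the authors' peak caller). At 10002585 to 10002813, -174.5 kb from the Prlr start site, it was 5.06 and 4.03. None of the 8 DIFF1 peaks overlapped a peak of another sample.

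**Figure D4:**
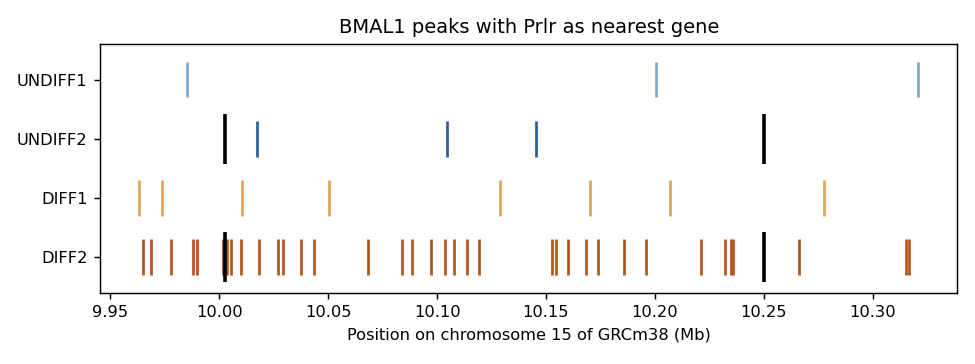
Peaks with Prlr as the nearest gene along chromosome 15, in Mb, in each of the 4 samples. Black lines mark the 2 sites where a UNDIFF2 peak and a DIFF2 peak overlap, and coloured lines all other peaks.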

*Prlr* mRNA expression was reduced in UNDIFF and DIFF BMAL1-KO cultures (Fig 6D). Lower *Prlr* levels would affect multiple pathways that stimulate mammary epithelial cell differentiation. The ability of mammary epithelial cells to differentiate can be evaluated by acini formation in Matrigel, a laminin rich extracellular matrix extract [21]. After seven days in culture, wild-type HC11 cells formed more (170 ± 41.62 versus 80 ± 17.44 acini/well across three wells) and larger acini (62.80 ± 35.64 versus 34.16 ± 8.18 μm of mean acini perimeter across three wells) than BMAL1-KO cultures (Fig 6E).

## Discussion

Genes identified in undifferentiated and lactogen differentiated mammary epithelial cells as potential transcriptional targets of BMAL1 support the hypothesis that the circadian clock in the mammary gland regulates mammary development and lactation, and that transcriptional targets of BMAL1 change as mammary epithelial cells differentiate. The greater number of transcriptional targets in differentiated HC11 cultures were likely due to the effects of lactogenic hormones on chromatin access. 

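Prlr, Ghr, Lpl and Gpam were near peaks in both states, while Fasn, Plin5, Ppara, Clock, Npas2 and Igf1r were near peaks in the DIFF cultures and in neither UNDIFF culture. The DIFF1 list held 2908 genes that neither UNDIFF list held, and the DIFF2 list 13698. Both DIFF lists and neither UNDIFF list held 2746 genes, against a mean of 2721 under random placement. At the level of sites, UNDIFF1 and DIFF1 had 39 overlaps against 21.7 at random (one-sided permutation p = 0.002), UNDIFF2 and DIFF1 50 against 19.7, UNDIFF1 and DIFF2 360 against 297, and UNDIFF2 and DIFF2 479 against 266 (one-sided permutation p = 0.001 for each of these 3 pairs). Over the 4 pairs this is 1.54 times random placement. Within states the ratio was 1.24 for the DIFF cultures and 9.06 for the UNDIFF cultures. With equal numbers of peaks per sample it was 4.54 between states, 2.99 for the DIFF cultures and 9.68 for the UNDIFF cultures. In both settings the ratio of the DIFF cultures was below the pooled ratio between states. Single pairs of the full lists differed, with a lower ratio of 1.21 for UNDIFF1 and DIFF2. The other pairs between states had ratios of 1.80, 1.80 and 2.54. Without UNDIFF2 the pooled ratio between states was 1.25. The difference between the ratios was not tested. From the genes identified in the undifferentiated and differentiated cultures, the paper proposes that BMAL1 targets change as mammary epithelial cells differentiate. For the larger number in differentiated cultures it also proposes effects of the lactogenic hormones on access to chromatin.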

Higher doses of glucocorticoid treatment are associated with pioneering activities of glucocorticoid receptors. Binding of activated glucocorticoid receptors to chromatin increases the accessibility of regions of the genome previously inaccessible to other transcription factors [22,23]. 

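Prl8a2, a prolactin family gene on chromosome 13, had 1 DIFF1 peak and 4 DIFF2 peaks and none in the UNDIFF cultures. The DIFF1 peak at 27347317 to 27347531 and a DIFF2 peak overlapped in an intron 1.75 kb from its start site, in repeat sequence, with folds of 3.98 and 4.83. With Prlr, Jak2, Ghr and Insr it made 5 of 15 prolactin signalling genes with overlapping peaks, against 1.84 under random placement (one-sided permutation p = 0.009, adjusted p = 0.0809; adjusted p = 0.018 with as many genes as observed, a test chosen after seeing the data). The group also holds receptor genes of other hormones, among them Ghr for growth hormone and Insr for insulin. These 5 genes with overlapping peaks are named in the paper, so the list is only partly independent of it. Stat5a, Stat5b and Stat3 had no peak outside DIFF2.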

Prolactin (*Prl8a2*) and the prolactin receptor (*Prlr*) were identified as BMAL1 targets. Prolactin regulates *Bmal1* expression in mammary epithelial cells [5], and mammary epithelial cells synthesize and secrete prolactin [24]. Thus, in differentiated mammary epithelial cells BMAL1 may play a role in the iterative induction of its own activity through positive loops with prolactin signaling. Upon prolactin binding to its receptor JAK2 is activated. *Jak2* was also identified as a BMAL1 target. 

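Jak2 on chromosome 19 had 1 peak in UNDIFF1, 2 in DIFF1 and 11 in DIFF2. A DIFF1 peak at 29280158 to 29280372 (fold 4.18) and a DIFF2 peak (fold 4.62) overlapped in an intron 28.5 kb from the start site, with p = 3.45e-07 and p = 7.73e-09 by the authors' peak caller. UNDIFF2 had no peak nearest to Jak2.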

Activated JAK2 phosphorylates and activates STAT5 transcription factors. Activated STAT5 transcription factors were associated with pioneer-like effects on chromatin in mammary epithelial cells [25]. Thus, the higher number of BMAL1 targets in the lactogen differentiated cultures may have been due to dexamethasone and prolactin treatments increasing the accessibility of BMAL1 to chromosomal regions. Moreover, the positive loop between BMAL1 and prolactin signaling molecules may potentially explain the changes in stoichiometric relationships between positive and negative elements of the mammary epithelial clock transcription-translation feedback loop observed following lactogen induced cellular differentiation [5].

The prediction of CREB as an upstream regulator of BMAL1 targets is consistent with CREB’s role as a coactivator of BMAL1:CLOCK transcription factor activity [26,27]. Genes identified as CREB targets encompassed cell adhesion molecules (cadherins, catenin and nectin genes), leptin, lipoprotein lipase, and estrogen receptor gamma. The prediction of the glutamate-regulated ion channel GRIN3A as the most significant upstream regulator of BMAL1 target genes, suggest that, similar to the role that glutamate places in regulation of the master clock in the SCN [28], it potentially entrains circadian rhythms in mammary epithelial cells. Moreover, the identification of chorionic gonadotropin complex as an upstream regulator of BMAL1 target genes may reflect a potential role of the mammary epithelial clock in integration and coordination of the timing of endocrine-paracrine signal-receptivity-response. 

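Nr3c2, Ptger2, Npr3, Lhcgr and Bmpr1b each had peaks in all 4 samples and none that overlapped. Their closest peaks were those of DIFF2 3.50 kb from the start site of Nr3c2 (fold 8.94), at -4.47 kb from that of Ptger2 (fold 3.35), at -5.13 kb from that of Npr3 (fold 6.59) and 4.22 kb from that of Lhcgr (fold 4.98), and that of UNDIFF2 3.49 kb from a start site of Bmpr1b (fold 2.51).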

Among the targets downstream of this complex were receptors for mineralcorticoid (*Nr3c2*), prolactin (*Prlr*), prostaglandin E (*Ptger2*), natriuretic peptide (*Npr3*), luteinizing hormone/choriogonadotropin (*Lhcgr*), bone morphogenetic protein (*Bmpr1b*). In addition, there were receptors for Wnt ligands (*Fzd1*), ephrins (*Epha3* and *Epha7)*, an integrin (*Itgb1*), and the orphan nuclear receptor *Nr5a2*, which acts as a metabolic sensor that regulates expression of genes involved in bile acid synthesis, cholesterol homeostasis and triglyceride synthesis [29,30].

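Epha3 had a site of UNDIFF1 and DIFF2 at -15.3 kb from its start site on chromosome 16, in repeat sequence, with folds of 4.78 and 7.67. Epha7 had 14, 21, 19 and 132 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2, and its overlapping peaks lay far upstream, the closest of UNDIFF1 at -294.5 kb. Itgb1 had a site of DIFF1 (fold 3.13) and DIFF2 (fold 10.09) 177.3 kb downstream, outside repeats. Nr5a2 had a site of UNDIFF1 (fold 4.00) and DIFF2 (fold 8.86) at -135.9 kb on chromosome 1.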

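Wnt2b had 1 peak in UNDIFF2, 2 in DIFF1 and 7 in DIFF2, and its shared site had folds of 3.39 in DIFF1 and 23.82 in DIFF2. Ctnna2 had an overlap of DIFF1 (fold 6.19) and DIFF2 (fold 3.54) in an intron 103.3 kb from its start site on chromosome 6. Cdk14 had an overlap of the UNDIFF cultures 149.1 kb from its start site on chromosome 5, with folds of 3.88 in UNDIFF1 and 2.53 in UNDIFF2. Rspo2 had peaks in every sample without overlap. Of 40 Wnt pathway genes near a peak, Wnt2b, Fzd1 and Fzd5 had overlapping peaks, against a mean of 4.10 at random (one-sided permutation p = 0.817).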

Among the BMAL1 targets identified were multiple components of the Wnt signaling pathway (*Wnt2*, *Wnt2b*, *Fzd1*, *Rspo2*, *Ctnna2*) and *Cdk14*, which acts as a cell-cycle regulator of Wnt signaling pathway. The Wnt signaling pathway influences mammary stem cells to elicit fate specification and patterning during embryonic and postnatal development of the gland [31]. Regulation of the Wnt/β-catenin pathway by the circadian clock has been demonstrated in epidermal stem cells [32]. Alterations in expression level of genes in the Wnt pathway may potentially be the cause of compromised mammary epithelial stem cell function observed in *Clock-Δ19* mice [13], as well as the premature aging evident in *Bmal1-/-* mice [33]. The nuclear hormone receptors for glucocorticoids, retinoids, and estrogens also regulate adult stem cell fate [33]. Retinoic acid receptor beta (*Rarb*), the orphan receptor estrogen-related receptor gamma (*Esrrg*), which interferes estrogen receptor signaling, and the mineralcorticoid receptor (*Nr3c2*), which binds glucocorticoids, were found among the potential targets of BMAL1 in mammary epithelial cells. 

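Rarb had an overlap of UNDIFF2 (fold 2.54) and DIFF2 (fold 3.12) in an intron 188.9 kb from its start site on chromosome 14, and DIFF2 also had a Rarb promoter peak at -0.935 kb (fold 6.56). Esrrg had 3, 3, 4 and 32 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2, with no overlapping ones, and the closest was a DIFF2 peak of Esrrg 6.57 kb from a start site. Nr3c1, for the glucocorticoid receptor, had peaks in both DIFF cultures and in neither UNDIFF culture.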

Additional evidence that the clock in mammary epithelial cells may regulate cell fate and developmental patterning was the network generated by IPA software that indicated BMAL1 targets affected branching of cells, development of organs, and body size, while inhibiting cell death. Moreover, numerous BMAL1 targets were involved in stem cell maintenance to include *Sox1* and *Sox6* [34] and *Pard3* and *Pard3b* genes. 

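Sox6 had 6 peaks in DIFF1 and 22 in DIFF2, and 3 sites on chromosome 7 where they overlapped, 93.0, 304.5 and 373.9 kb from its start site. Sox1 had 1 DIFF1 peak and 9 DIFF2 peaks, and an overlap 26.7 kb from its start site on chromosome 8 (fold 4.39 in DIFF1). Neither Sox gene had an UNDIFF peak. Pard3 had 8, 2, 8 and 57 peaks and Pard3b 2, 1, 7 and 27 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2, with no overlapping ones.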

*Pard3* is necessary for mammary gland morphogenesis, and *Pard3b* is expressed by multipotent stem cells in the terminal end buds of murine mammary glands, with studies finding ablation of *Pard3b* resulted in stem cell loss [34].

Also among the BMAL1 targets were a multitude of ion transporters, solute carriers, glutamate transporters and ATP-binding cassette transporters. Synthesis and secretion of milk is dependent on membrane transport systems that move ions and substrates into and out of epithelial cells [35,36]. Movement of ions by ion transporters creates potential differences that enable electrical signaling which regulates cell number, shape, differentiation, and morphogenesis [37]. Glutamine is the primary nitrogen donor for proliferating cells, and alterations in intracellular glutamine abundance was associated with quiescent and proliferative states of mammary epithelial cells [38]. Glutamine also contributes carbons to biosynthetic reactions, and thus mammary clock regulation of glutamate transport may be a means by which the timing of proliferation and metabolic activities of epithelial cells are coordinated. 

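Abca8a had overlapping peaks of UNDIFF2 (fold 7.07) and DIFF2 (fold 7.36) in an intron 40.2 kb from its start site on chromosome 11. Abca1 had 2, 1, 1 and 8 peaks in UNDIFF1, UNDIFF2, DIFF1 and DIFF2, and no overlap. Abca1, Abca8a, Abca12, Abcc12 and Abcg2 had peaks in every sample.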

Of the ten ATP binding cassette genes identified as BMAL1 targets seven were the ABCA subfamily type, which function to mediate efflux of cholesterol (*Abca1*) and other lipids from cells. 

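Abcb5 had an overlap of DIFF1 (fold 3.78) and DIFF2 (fold 7.25) at -2.06 kb from its start site on chromosome 12, in repeat sequence, and no UNDIFF peak. An UNDIFF1 peak of Abcg2 lay at -3.07 kb (fold 2.64), and a DIFF2 peak of Abcc12 1.47 kb from its start site (fold 7.46). With Abca8a, Abcb5 made 2 of 13 ABC transporter genes with overlapping peaks, against 2.08 at random (one-sided permutation p = 0.669).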

Others included *Abcc12*, which mediates toxin efflux, the xenobiotic transporter *Abcg2*, and *Abcb5*, which may also function in the efflux of drugs and toxins. Thus, enrichment of pathways and categories related to ion channels, synapse and substrate transports point to the potential role of the mammary clock in affecting the program of mammary development as well as regulating substrate availability and detoxification during lactation.

Functional studies with the BMAL1-KO line found that deletion of *Bmal1* did not affect proliferation rate of cells, but rather resulted in greater rates of cell death and lower metabolic activity. 

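Ccnd1 on chromosome 7 had 1 DIFF1 peak, at -110.5 kb from the start site, and 5 DIFF2 peaks, the closest at -21.4 kb (fold 4.31). The Ccnd1 peaks of the DIFF cultures did not overlap, and neither UNDIFF culture had one.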

Although, *Ccnd1* was identified as a potential BMAL1 target, deletion of *Bmal1* gene resulted in significantly higher expression of *Ccnd1* in BMAL1-KO cultures. Similarly, when abundance of CLOCK protein was decreased in HC11 cells with shRNA, *Ccnd1* expression was higher and proliferation rate increased [18]. In our previous study, lower CLOCK abundance appeared to result in the loss of gating of entry and progression through the cell cycle. Elevated *Ccnd1* likely reflected this phenomena in culture, and thus loss of gating may also explain elevated *Ccnd1* levels in BMAL1-KO cells. Gating the time cells enter the cell cycle by clocks enables the temporal separation of processes incompatible with DNA synthesis [39]. Loss of gating time, coupled with increased levels of reactive oxygen species, related to lower *Sod3* expression, in BMAL1-KO cells may have resulted in genotoxic stress, and cell death. 

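Cdkn2aip had an UNDIFF1 promoter peak at -0.85 kb from its start site on chromosome 8 (fold 3.58), and an overlap of DIFF1 (fold 6.07) and DIFF2 (fold 5.85) at -5.89 kb. Nsmce2, Rad23b, Hus1, Ube2e2 and Ube2w had 3, 2, 2, 7 and 1 DIFF1 peaks, with no overlap between samples.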

There were 31 BMAL1 targets that encoded proteins involved in response to DNA damage, to include *Cdkn2aip*, *Nsmce2*, *Rad23b*, *Hus1*, *Ubr5*, *Ube2e2*, *Ube2w*. Thus, death of BMAL1-KO cells was also potentially due to decreased ability to repair DNA damaged by reactive oxygen species. Moreover, *Ubr5*, *Ube2e2*, *Ube2w* are involved in the ubiquitination pathway. The ubiquitination pathway targets proteins for degradation and plays a central role in maintaining proteostasis, the cellular balance of protein synthesis and degradation. The aging process is related to changes in proteostatic equilibrium and build-up of misfolded and damaged protein aggregates [40,41], and thus the observation that Bmal1 knockout mice (*Bmal1* -/-) exhibited advanced aging [20], may be due to alterations in these genes and the ubiquitination pathway.

Involvement of BMAL1 targets in proteostasis supports that the mammary epithelial clock regulates cellular-tissue homeostasis. During lactation, the serotonergic system plays a central role in regulating mammary epithelial cell homeostasis [42]. Multiple components of the serotonergic system were identified as potential BMAL1 targets in several of the samples. 

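Htr1b, Htr2b and Htr7 had peaks in both DIFF cultures and in neither UNDIFF culture, and a DIFF2 peak stood at the Htr7 promoter (fold 3.85). Htr2a had 1, 2 and 13 peaks in UNDIFF1, DIFF1 and DIFF2, and Htr4 had 2 in UNDIFF2 and 8 in DIFF2. Tph2, Ddc, Maoa and Maob had peaks in DIFF2 alone. All 14 serotonin genes listed were near a DIFF2 peak, 4 near a DIFF1 peak and 1 near a peak of each UNDIFF culture, and none had overlapping peaks. Of all annotated protein coding genes, 81.3% were near a DIFF2 peak.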

TPH1 and SERT/SLC6A4 are central to serotonergic regulation of mammary epithelial homeostasis through regulation of synthesis and degradation of serotonin, respectively. Our previous analysis found multiple E-box sequences in the promoter region *Sert/Slc6A4* and *Tph1* genes, and that SERT exhibited circadian rhythms of expression in HC11 cells and lactating sheep mammary [43]. ChIP-qPCR analysis of regions encompassing E-box sequences in the promoter regions of SERT confirmed BMAL1 binding to these sites in HC11 cells. Levels of *Sert* and *Tph1* were also significantly depressed in BMAL1-KO cultures relative to wild-type HC11. The circadian system functions in part to maintain metabolic homeostasis [44], and thus a role for the mammary clock in regulating factors that control epithelial homeostasis during lactation is consistent with this function.

Although not significantly enriched, multiple BMAL1 targets were categorized as *lipid metabolic process*. Some overlapped with genes that showed circadian rhythms of expression in mammary and those that were confirmed targets of BMAL1 in hepatic tissue. 

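Plin5 on chromosome 17 had 1 DIFF1 peak 1.48 kb from its start site (fold 3.68) and 1 DIFF2 peak at its promoter, at -0.315 kb (fold 3.20), which did not overlap. A DIFF2 peak of Fdft1 lay in an intron 1.82 kb from the start site (fold 5.12), 1 of Gpam at -1.35 kb (fold 4.30), 1 of Mgll at -5.63 kb (fold 2.64) and 1 of Vldlr at -15.7 kb (fold 27.38). Among 17 lipid genes of Table 1 near a peak, Mid1ip1, Lpl, Pnpla6, Plcxd3, Pla2g4a and Cyp7b1 had overlapping peaks, against 3.41 at random (one-sided permutation p = 0.0729, adjusted p = 0.328; the study chose the list on these samples, so it is not independent evidence).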

Notable among them were *Fdft1*, *Gpam*, *Vldlr*, *Plin5* and *Mgll*, all of which increase significantly upon secretory activation of the mammary gland [45,46], a process marked by the onset of milk fat synthesis and secretion. FDFT1 (farnesyl-diphosphate farnesyltransferase 1) regulates cholesterol synthesis, GPAM catalyzes the synthesis of glycerolipids, VLDLR and MGLL function in the uptake and hydrolysis of triglycerides, and PLIN5 mediates lipid droplet formation. Together supporting that the mammary epithelial clock plays a central role in the regulation of milk fat synthesis during lactation.

Also central to lipid metabolism is PPARA (peroxisome proliferator-activated receptor-alpha). As a nuclear receptor it senses hormonal and nutrient status of the cell and functions to stimulate uptake, utilization, and catabolism of fatty acids [47]. RT-qPCR analysis of *Ppara* expression showed that levels were significantly depressed in UNDIFF and DIFF cultures of BMAL1-KO cells versus wild-type HC11, and failed to increase following four days of lactogen treatment. These findings are consistent with the knowledge that PPARA is a well characterized target of the BMAL1:CLOCK transcription factor and believed to be central to coordinating cellular energy metabolism with molecular clocks [47]. The interaction of the mammary clock and PPARAmay explain changes observed in milk composition that occurred with night restricted feeding in dairy cattle [48], although exploration and confirmation of a role for PARA regulation of lipids synthesis in the mammary gland is limited [49]. The transport of nutrients also appears to be under the control of the mammary epithelial clock as multiple transporters showed overlap with BMAL1 targets in hepatic tissue to include citrate, amino acid, lactate, pyruvate, and glucose transporters, and thus potentially also affected circadian rhythms of milk component synthesis.

Fatty-acid synthase (FASN) is the enzyme that catalyzes the first committed step in fatty-acid biosynthesis, and products of FASN mediated synthesis serve as PPARA ligands [50,51]. Despite FASN being identified as a BMAL1 target in HC11 cells, there was lack of a significant effect of deletion of BMAL1 on *Fasn* expression. This finding maybe due to the integrated and reciprocal regulation of FASN products and PPARA activation [50–53].

BMAL1 expression is significantly increased during the transition from pregnancy to lactation in mouse mammary glands, and this increase is modelled in lactogen treatment of HC11 cells (results and [5]). The increase in BMAL1 is likely a direct response to increased prolactin and prolactin induced signaling in lactogen treated cells and at the onset of lactation, as discussed above. The prolactin receptor (*Prlr*) was identified as a BMAL1 transcriptional target in HC11 cells, and levels of mRNA were significantly depressed in undifferentiated and lactogen differentiated BMAL1-KO cultures. Lower levels of *Prlr* would affect all pathways regulated by prolactin, which is a key hormone in induction of mammary epithelial cell growth, differentiation and milk component synthesis [54]. The lower expression of the milk protein beta-casein (*Csn2*) in DIFF BMAL1-KO cultures, and the reduced ability of this line to form acini in culture were likely due, at least in part, to the lower level of prolactin receptors.

*Cell adhesion*, *cell junction* and *proteolysis* were categories highly enriched with BMAL1 targets identified in HC11 cells. Cell-cell and cell-extracellular matrix (ECM) interactions play a central role in mammary morphogenesis and regulation of milk synthesis [43]. BMAL1 targets within cell adhesion included fourteen cadherin molecules and three atypical cadherins. Cadherins make-up the extracellular and transmembrane component of adherens junctions and function as cell-cell adhesion receptors that mediate interactions between adjacent cells. The cytoplasmic component of adherens junctions is a multiprotein complex that links adherens junctions with the actin cytoskeleton [55]. The actin cytoskeleton is hypothesized to function to relay SCN-driven timing cues to gene expression in peripheral tissues [56]. Thus, it is not surprising that the mammary clock would control cellular components that connect to factors that transmit temporal information within cells. The dramatic decreased ability of BMAL1-KO cells to form acini in culture likely reflect loss of activity in cell-cell and cell-ECM adhesion molecules that are critical to the morphogenesis and differentiation of mammary epithelial cells. Cell-cell and cell-ECM junctional complexes sense environmental changes and function to maintain mammary epithelial homeostasis [57]. Changes in mechanical tension affect circadian clocks in mammary glands of virgin mice [13]. Adhesion molecules and proteolytic enzymes can affect the environment of the cells, and it has been hypothesized they mediate circadian timing in the central nervous as they can sense rapid signaling events and transmit-transfer signals into broader changes in cell activity with the daily changes [58].

### Study limitations

There are several limitations to our studies. When the frequency of peak location of BMAL1 targets found in our study were compared with findings of others, the rate of intergenic sites was higher in our data set and the frequency of peaks found in promoter regions was lower [59]. 

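Among the listed genes and those named in the paper, promoter peaks outside DIFF2 were found at Cdkn2aip in UNDIFF1, at Celsr2 in UNDIFF2 and at Map2 in UNDIFF2 and DIFF1. The median distance from a peak to the nearest start site was 63.2 kb in UNDIFF1, 79.5 kb in UNDIFF2, 56.1 kb in DIFF1 and 54.6 kb in DIFF2. Within 1 kb of a start site lay 87, 38, 184 and 2002 peaks. The E-box CACGTG, which BMAL1:CLOCK binds, was held by 2.13%, 1.46%, 2.01% and 2.65% of the peaks, against 1.89%, 2.26%, 2.11% and 3.30% of random regions of the same width. The shares of the UNDIFF2 and DIFF2 lists were below random (one-sided permutation p = 0.01 for a lower share). Of 16 comparisons, that of DIFF2 peaks outside soft-masked sequence was the only 1 with a one-sided permutation p under 0.05 for a higher share, at 4.22% against 3.48% (p = 0.01, the smallest that 100 random sets can give).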

The frequency of regions of peaks identified were consistent across the four samples analyzed in our study. Therefore, the difference may be tissue or cell type specific, as our studies were conducted using a mammary epithelial cell line, whereas the other group conducted studies using liver tissue from mice. 

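Among the autosomes, chromosomes 8, 15 and 6 carried the densest BMAL1 peaks in the UNDIFF cultures, while chromosomes 7, 9, 10 and 18 carried few. Autosomes of UNDIFF1 ranged from 7.49 peaks per Mb on chromosome 8 to 0.297 on chromosome 18. Those of UNDIFF2 ranged from 7.31 per Mb on chromosome 15 to 0.165 on chromosome 9, DIFF1 from 12.2 on chromosome 8 to 1.41 on chromosome 18, and DIFF2 from 103.5 on chromosome 15 to 49.3 on chromosome 18. Across the 19 autosomes, which are not independent replicates, densities of UNDIFF1 and UNDIFF2 had a Spearman rho of 0.967 and a Pearson r of 0.981 (permutation p = 0.0001, the smallest that 10000 permutations can give, adjusted p = 0.000263 over 21 relations). The lowest between samples were a rho of 0.858 and an r of 0.841, for UNDIFF2 and DIFF2 (permutation p = 0.0002, adjusted p = 0.000382).

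**Figure D5:**
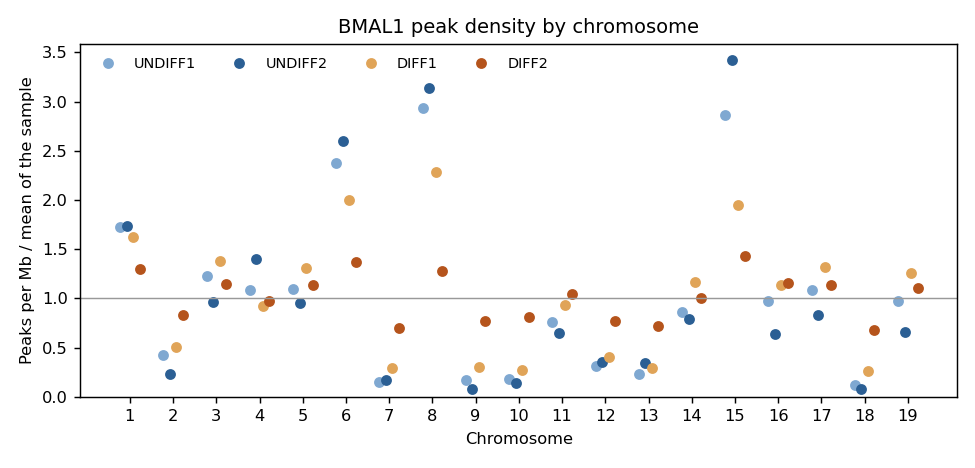
Peaks per Mb of each autosome divided by the mean density of the sample, for UNDIFF1, UNDIFF2, DIFF1 and DIFF2. The line at 1 is the sample mean; chromosomes 8 and 15 lie above it in all 4 samples.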

Although ENCODE guidelines indicated that two replicates are adequate, there was variability across the samples [60]. Additionally, to cast a wider net for identification and functional annotation of BMAL1 target genes, the stringency for peak calling was relaxed from the default settings of HOMER, and in doing so the number of false-positives likely increased. 

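At Csn2, Slc6a4 and Per1 the closest peaks were DIFF2 peaks in repeats. Repeats, soft-masked in the genome, held the centre of 21.4% of the UNDIFF1 peaks, 26.3% of the UNDIFF2 peaks, 26.6% of the DIFF1 peaks and 86.0% of the DIFF2 peaks, against 33.8%, 34.0%, 33.8% and 34.05% of random positions. The findPeaks score reached down to 23, 24 and 24 in UNDIFF1, UNDIFF2 and DIFF1 and to 14 in DIFF2. Within 2 of the lowest score lay 52.8% of the peaks in UNDIFF1, 51.3% in UNDIFF2, 41.9% in DIFF1 and 19.8% in DIFF2. The strongest DIFF2 peak, at 98666599 to 98666935 on chromosome 2 with Lrrc4c as its nearest gene, held repeat sequence and had a fold of 6.61 over input, and that of UNDIFF2 lay in an intron of Chl1 on chromosome 6 (fold 7.43).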

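Cdh4, Cdh8, Gria2 and Grm8 were near a peak in every sample without overlapping peaks, whereas Cdh7, Gria1, Fis1 and Dnm1l had overlapping peaks without being near a peak in every sample. Of the 846 genes of S2 Table, 368 had overlapping peaks here. S6 Table holds 1342 gene IDs, of which 843 are in S2 Table and 625 had overlapping peaks here.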

To increase the confidence in BMAL1-targets, genes with overlapping peaks were highlighted in the manuscript, the majority of these were the 846 common to all 4 samples When genes identified in our study were compared with datasets of genes that showed circadian rhythms of gene expression in mammary tissue or identified as BMAL1 targets in hepatic tissue, overlapping between datasets was only realized when criteria were further relaxed to common genes identified, but peaks did not necessarily overlap between samples. Similarly, only when this more relaxed selection criterion was used, were BMAL1 (ARNTL) and CLOCK identified as significant upstream regulators predicted by IPA.

Another limitation to the studies described here, is that circadian rhythms of gene expression and BMAL1 binding activity were not measured. Although robust circadian rhythms of core clock genes are evident in UNDIFF HC11 cells, constant exposure to lactogenic hormones, which is required to differentiate cells, results in loss of circadian rhythms of expression of multiple core clock genes [4,5]. Loss of circadian rhythms of core clock genes’ expression also occurred in mice in early lactation and resulted in relatively constant levels of BMAL1:CLOCK transcription factor. This dynamic is likely due to the hormonal milieu of the physiological state [5]. 

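Per1 had a single peak in the 4 samples, in DIFF2 at -4.80 kb from its start site on chromosome 11, from 69093981 to 69094317, in repeat sequence, with a fold of 6.85 and p = 1.27e-17 by the authors' peak caller. Per2 had 3 DIFF2 peaks, the closest at -2.00 kb (fold 4.21). Nr1d1 had a DIFF1 peak at -8.85 kb (fold 3.76) and a DIFF2 peak, and Clock, Npas2 and Rora had peaks in both DIFF cultures. Dbp had none in any sample. Rorb was the only 1 of 17 core clock genes with overlapping peaks, where UNDIFF1 (fold 6.55) and DIFF2 (fold 4.21) met at -154.2 kb. Near a peak were 1 core clock gene in UNDIFF1, 2 in UNDIFF2, 5 in DIFF1 and 17 in DIFF2, and of 10 clock output genes near a peak none had overlapping peaks. Of all annotated protein coding genes, 81.3% were near a DIFF2 peak.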

Lack of capturing a circadian rhythm of BMAL1 binding may have led to our findings that expected targets such as *Per1* were not identified across all four samples (S4G Fig). Additionally, data were completely generated using a mammary cell line, and need to be confirmed and studied *in vivo*.

Caution must also be used in interpreting comparisons between HC11 and BMAL1-KO lines. An appropriate negative control was not used for studies as off target effects were observed when the scrambled sequence was transfected into HC11 cells. Off target effects are common with CRISPR-CAS [61], and so findings presented may not be specific to loss of BMAL1 function. The assay used to measure reactive oxygen species level also has limitations and may not reflect true levels of reactive oxygen species content [62], and thus caution is warranted in interpreting these data. Finally, for RT-qPCR analysis 18S was used as the single reference gene for calculating relative gene expression using the delta-delta cycle threshold (CT) method [63]. Whereas, MIQE (Minimal Information for Publication of Quantitative Real-Time PCR Experiments) guidelines call for the use of at least two reference genes [64]. Assessment of 18S as a suitable reference gene for the studies conducted found levels did not vary by cell line, state of cellular differentiation nor across timepoint for analysis of circadian rhythms. The primer-probe set also showed good amplification efficiency (3.3 cycle threshold difference between 10-fold dilutions of samples). Although, it is important to note that the kit used for reverse transcription uses poly-T to improve amplification of mRNA over rRNA. As a ribosomal RNA 18S lacks poly-A and so this may have affected the efficiency of the reaction.

### Conclusions

Overall, ChIP-seq analysis revealed potential BMAL1 transcriptional targets in mammary epithelial cells. Knowledge of these targets provides insight into the role of circadian clocks in undifferentiated and differentiated states of mammary epithelial cells. BMAL1 transcriptional targets play central roles in pathways that affect stem cell maintenance, cellular detoxification and proteostasis, substrate transport and milk fat synthesis. There was also evidence for the coordination of endocrine-paracrine signals by the mammary epithelial clock, as BMAL1 targets included both the ligand and corresponding receptor as in the case of prolactin, insulin and Wnts with Fzd receptor. Data presented in the manuscript will serve as a good resource to inform future studies aimed at understanding the role of the mammary clock in mammary morphogenesis and lactation as well as provide insight into the link between circadian disruption and breast cancer and poorer milk production. *In vivo* studies are now needed to understand the roles of mammary epithelial clocks in stage specific development of the gland in vivo, with interaction of stromal tissue and physiological context maintained.

## Materials and methods

### Routine culture and differentiation of cell cultures

HC-11 cells were routinely cultured in growth medium: RPMI 1640 (50-020-PC, Mediatech Inc.) supplemented with 2 g/L sodium bicarbonate (S5761-500G, Sigma Life Science), 100 U/mL penicillin, 100 μg/mL streptomycin (15140–122, ThermoFisher Scientific), 10% heat inactivated calf serum (26170–043, Gibco), 5 μg/mL insulin ([Ins] IO516-5mL, Sigma-Aldrich), and 10 ng/mL epidermal growth factor ([EGF] E4127, Sigma-Aldrich) in 5% CO_2_ at 37°C. Cells were passaged 1:3 when they reached 80% confluence by harvesting cells with 0.25% trypsin EDTA (Gibco).

To induce differentiation, cells were plated at 100,000 cells/mL and grown to confluence. At confluence cells were washed 2-times with PBS, and incubated for 48 hr in RPMI media supplemented with 10% serum and Ins (no EGF in media). Undifferentiated cultures (UNDIFF) were harvested for downstream analysis at this stage of culture. For differentiated cultures (DIFF), media was changed to RPMI supplemented with 10% calf serum, dexamethasone (0.1 μM), insulin (5 μg/mL), and prolactin (5 μg/mL; ovine prolactin: L6520-250IU, Sigma-Aldrich), and incubated for 96 hr, with media change every 2-days. After 96 hr in lactogen cocktail, differentiated cultures were collected.

For growth curve analysis, 100,000 cells were plated using growth media in 6-well dishes, and cells from 2-dishes per time point were harvested using trypsin EDTA and counted on days 2, 4 and 8 using a BioRad TC10 Automated cell counter (BioRad Laboratories, Inc). Growth curves were conducted 5-times, and results were presented as mean number of cells each day ± standard deviation. Doubling time was calculated using the tool available here [65].

To measure circadian rhythms of gene expression, cells were grown to 80% confluence in 6 well plates. Media was changed to lactogen media, and cells were incubated for 2 hr at 37°C to synchronize clocks [5]. After completion of 2 hr lactogen treatment [designated as circadian time 0 (CT0)], three wells of cells of each line were rinsed with PBS and RLT buffer from the QIAGEN RNeasy kit was added to cultures and lysates were collected and stored at -80°C for subsequent isolation of total RNA. Cells in remaining wells were washed three-times with PBS, and complete growth media was added. Beginning from CT0 and every 4 hr over the next 48 hr, cells were rinsed with PBS, RLT buffer was added, and lysates collected and stored at -80°C for subsequent isolation of total RNA.

### Two-and a half dimensional drip cultures and immunofluorescence

RPMI growth media supplemented with 5% serum, 5 μg/mL prolactin, 5 μg/mL insulin, and 0.375 ng/μL hydrocortisone (cat. no. 65966, BD Biosciences) was used for 2.5-dimensional drip cultures to study acini formation [66]. Briefly, cold Matrigel (Growth Factor Reduced: 356231, Corning Life Sciences; 50 μL of gel/cm3) was used to coat the bottom of each well of 4-well chamber plates (Lab-Tek, Nunc). The 4-well chamber plate was placed in 5% CO_2_ at 37°C for 30 minutes to allow the Matrigel to solidify, and then cells were plated at a density of 13,000 cells/cm^2^. Cells were allowed to attach Matrigel for 15 min and then media with 5% Matrigel was added drop by drop to cover cultures. Media was changed every two days. On day seven of cultures, images of cultures were captured at 200 X magnification (20 X objective) with phase contrast on a Zeiss AxioVert (Oberkochen, Germany) inverted microscope using a Nikon camera.

### Creation and screening of CRISPR-CAS BMAL1 knockout HC11 lines

ORIGENE’s ARNTL Mouse Gene Knockout Kit (CRISPR; CAT#: KN301604; Rockville, MD US) was used to knockout (remove) the BMAL1 gene from HC11 cells following manufacturer’s protocol. The kit contained: KN301604G1, *Arntl* gRNA vector 1 (gRNA1) in pCas Guide CRISPR vector with the target sequence: GAACCGGAGAGTAGGTCGGT; KN301604G2, Arntl gRNA vector 2 (gRNA2) in pCas Guide CRISPR vector with the target sequence: CATGAAGTCGCTGATGGTTG; KN301604-D, donor DNA containing left and right homologous arms and green fluorescent protein-puromycin resistance gene functional cassette; and GE100003 scramble sequence in pCas-Guide vector. HC11 cultures in 6-well dishes were plated overnight and transfected with the gRNA1, gRNA2 or scramble along with the donor cassette using TurboFectin (Origene, cat# TF81001). Forty-eight hours post-transfection, cells were split 1:10. Cells were split 1:10 a total of seven times. Transfected cells were selected for using puromycin at 8 ug/mL. Monoclonal colonies were established by collecting cells using cloning discs soaked in trypsin. Viable colonies were grown to confluence and tested for heterozygous or homozygous knockout of BMAL1 using PCR and western blot analysis.

PCR primers used to confirm genomic integration were as follows for the left integration junction: TACTAATGTAGCCCAGGATGGT (Sense) and TAGGTGCCGAAGTGGTAGAA (AntiSense); right integration junction: AATGGAAGGATTGGAGCTACG (Sense) and CTCAATGATCTGGGATGACTTACA (AntiSense); and donor cassette CAGATGCCGGTGAAGAAAGA (Sense) and GGAATGAGCTGGCCCTTAAT (AntiSense). PCR amplified DNA was Sanger sequenced at Purdue University’s Genomics Core.

Preliminary growth curve analysis studies indicated multiple monoclonal lines created using scramble sequences exhibited off target effects on cell growth. Blasting the scramble sequence against the mouse genome found multiple growth regulatory genes near similar sequences. Alterations in coding sequence, etc., due to integration of scramble could have affected these genes. Thus, a negative control was abandoned for all subsequent studies.

### Fluorescence activated cell sorting (FACS) analysis of percent of proliferating cells

For FACS analysis of percent proliferating cells across eight-days of culture, cells were plated at a density of 100,000 cells/ml, and duplicate samples of each line were harvested on days 2, 4 and 8. Cells were counted and approximately 1.5 x10^6^ cells were pelleted by centrifugation. Cell pellets of were resuspended in 100 μl of PBS, fixed with drop-wise addition of 280 μl of ice-cold 90% ethanol and stored at -20° C until day of analysis. On day of analysis, fixed cells were pelleted by centrifugation and resuspended in 1ml PBS-0.5% BSA, pelleted again, resuspended in PBS-0.5% BSA with 100 U/ml RNAse (R6513 Sigma-Aldrich), and incubated for 15 min at 37°C. Five μl of propidium iodide (PI; 500 μg/ml stock solution) was added and cells were incubated 15 minutes at RT. PI labelled cells were analysed by fluorescently activated cell sorting (FACS) using a Beckman Coulter FC500 instrument in the Purdue University’s Flow Cytometry and Cell Separation Facility. FACS analysis was repeated 3-times.

### MTT cell proliferation and reactive oxygen species (ROS) assays

HC11 and BMAL1-KO cells were plated in 96-well plates at 3,000 cells/well in RPMI 1640-phenol free growth media. For MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay, on day 2, 4, 6, and 8 after plating (three wells per line per day), media was removed from wells and cells were incubated with MTT from the Cell Proliferation Kit (Sigma Aldrich, catalogue no. 11465007001), and the colorimetric assay was performed following manufacturer’s directions. After completion of the assay, images of cells were captured under bright field at 10 X magnification with a Nikon camera attached to a Zeiss inverted microscope, and absorbance was read at 540 nm on the Spark multimode microplate reader (Tecan Trading AG, Switzerland). To assess relative amount of activity per cell on days 2 and 6 of culture, MTT staining per unit area of cells was measured using the ColonyArea Plugin [67] to capture and calculate colony intensity percent. Colony intensity percent is the ratio of the sum of pixel intensities in a region to the sum of all the pixels within the same region of interest multiplied by 255, i.e. assuming highest intensity with full saturation of these pixels. For analysis 100 individual cells were selected across three images and percent intensity of staining was measured. The Reactive Oxygen Species Assay Kit (Abcam catalogue No. ab113851) was used to measure the level of ROS in cell lines on days 3 and 4 (three wells per line per day) after plating cells, with fluorescence immediately measured at Ex/Em 485/535 nm on the Spark multimode microplate reader. Both assays were performed three times.

### Protein isolation, enzyme-linked immunosorbent assay (ELISA), western blot and immunoprecipitation (IP) analysis

Protein lysates were isolated from cultures by pouring off media, washing twice with chilled PBS, and harvesting using a scraper and 3 ml of cold PBS. Cells were pelleted by centrifugation, and cell pellets were lysed for 30 min on ice with 600 μl of Cell Extraction Buffer (Invitrogen, supplemented with 1mM of PMSF and 50 μl/ml of Protease Inhibitor Cocktail, Sigma Aldrich), with vortexing at 10 min intervals. Protein lysates were transferred to microcentrifuge tubes and centrifuged at 13,000 rpm for 10 min at 4° C. Protein concentration was measured using a nanodrop (ThermoFischer) and the Coomassie Plus Protein Assay kit (Pierce Coomassie Plus (Bradford) Protein Assay; Thermo Fisher Scientific) following the manufacturer’s protocol. Samples were stored at -80°C until further analysis.

BMAL1 (cat. no. LS-F39618) and beta-casein (CSN2, cat. no. LS-F13103) protein levels in cell lysates were measured with ELISA kits from LSBio following manufacturer’s directions. Since number of cells and protein concentration changed with state of differentiation of cells, data were expressed as micrograms of CSN2 or BMAL1 protein per mg of protein.

For western blot analysis, 100 μg of protein were loaded per lane and electrophoresed on a 10% TGX precast SDS PAGE gel from Bio-Rad. Protein was transferred onto a nitrocellulose membrane, and membranes were blocked using either 5% BSA (Bovine Serum Albumin), and probed for BMAL1, CSN2 and beta-actin proteins using anti-BMAL1 (ab3350, dilution 1:1,000), anti-CSN2 (LS-C373659, Life Spam, dilution 1:200) and Anti-beta-actin (AbCam ab8227, dilution 1:10,000) antibodies, respectively. Blots were washed and then incubated with secondary antibody (ab97051; 1:5000). Membranes were washed and incubated with the detection reagent Clarity Western ECL Substrate (Bio-Rad). Blots were imaged using the ChemiDoc MP system (BioRad). ImageJ was used for densitometric analysis. Density of test protein (BMAL1 and CSN2) were divided by density of beta-actin (BA) band. To enable statistical analysis across multiple gels run to measure CSN2 protein levels, ratio was normalized to relative expression of HC11 UNDIFF.

For IP analysis of specificity of ChIP grade antibody BMAL1 (Abcam; ab3350), rabbit polyclonal antibody to BMAL1 (Abcam; ab3350) was added to 200 μg protein in 200 μl cold PBST (PBS pH 7.4 with 0.02% Tween-20), and rotated overnight at 4°C. The antibody protein mixture was added to Dynabeads protein A for immunoprecipitation (ThermoFischer) and pipetted gently to resuspend. Samples were rotated for 2 hr at 4°C. Tubes were placed on magnetic rack to pellet beads, and washed three times with 200 μl cold PBS. Then 15 μl PBS and 15 μl 2X Laemmli sample buffer with 2-mercaptoethanol added per manufacturer’s instructions, and gently pipetted to resuspend. Samples were heat at 100°C for 5 min and placed on magnetic rack to pellet beads. Supernatant was removed and separated using SDS-Page gel for analysis by western blot. Mouse monoclonal BMAL1 antibody (Santa Cruz Biotechnology, Inc., Dallas, TX US; cat. no. sc-365645) was used for western blot analysis.

### RNA isolation and real-time quantitative PCR analysis (RT-qPCR)

RNA was collected from cells and isolated using Qiagen’s RNeasy kit with an on-column DNase treatment, and quantity was measured using Nanodrop. RIN scores of total RNA following nanochip analysis on an Agilent 2100 Bioanalyzer were found to vary from 8.0–9.0 across all samples. Promega’s GoScript Reverse Transcriptase kit was used to reverse transcribe 500 ng of total RNA into cDNA following manufacturer’s protocol. Gene expression was analysed with TaqMan Assays on Demand using 2✕ TaqMan Gene Expression Master Mix (Life Technologies) using a 1:10 dilution of the cDNA product. The CFX Connect Real-Time PCR Detection System (BioRad) was used to run RT-qPCR, which was initiated with 2 min incubation at 95°C and then 40 cycles of 95°C for 15 sec and 60°C for 1min, and standby was set at 4°C. Multiple genes (beta-actin, beta microglobulin and 18S) were screened as reference genes (housekeeping gene) for calculating relative expression using the 2^-ΔΔ CT^ method [63]; 18S was chosen as the reference gene based on its levels staying steady across time, differentiation state and genotype. Mouse-specific Assay on Demand TaqMan assays (Life Technologies) used were *Per2* (Mm00478099_m1), *Sod3* (Mm01213380_s1), *Csn2* (Mm04207885_m1), *Tph1* (Mm01202614_m1), *Slc6a4* (SERT, Mm00439391_m1), *Ccnd1* (Mm00432359_m1), *Ppara* (Mm00440939_m1), *Prlr* (Mm04336676_m1), and *18S*. To calculate relative expression, mean ΔCT (target gene- reference gene) of wild-type HC11 UNDIFF cultures was used as normalizer for relative expression. For temporal analysis of *Per2* expression across 48 hr sampling mean ΔCT of HC11 cultures across all time was used as the normalizer for relative expression. Data are presented as mean fold-change ± standard deviation of relative expression levels, or mean of log base two-fold change ± standard deviation for *Csn2* expression.

### ChIP assay and RTq-PCR verification of known targets

Use of two independent biological replicates for ChIP-seq analysis to identify transcriptional targets is consistent with ENCODE (Encyclopaedia of DNA Elements) guidelines [60]. For ChIP-seq studies, we performed four independent ChIP experiments, two with undifferentiated cultures and two for differentiated cultures, to enable analysis of the effect of differentiation on BMAL1 targets. Briefly, undifferentiated and differentiated HC11 cultures in 100 mm plates were treated with 1% formaldehyde to cross-link proteins to chromatin by adding 625 μl fresh 16% formaldehyde directly to the dishes containing cells and 10 mL media, and incubated at RT on a shaking platform for 7 min. To quench the formaldehyde, 500 μl of 2.5M glycine was added, and incubated at RT on the shaking platform for 5 min. Cells were washed twice with ice cold PBS, and removed from culture dish using a cell scraper. Cells were pelleted by centrifugation and stored at the -80°C. Samples were collected for ChIP assays in four replicate experiments (sample IDs UNDIFF1, UNDIFF2, DIFF1, DIFF2).

Nuclei were collected by resuspending each fixed-cell pellet in 10 mL of Rinse 1 (50mM Hepes pH 8.0, 140mM NaCl, 1mM EDTA, 10% glycerol, .5% NP40, .25% Triton x100), and incubating 10 min on ice. Samples were pelleted by centrifugation 1,200 X g at 4°C for 5 min, and then resuspend in 10 mL CiA NP-Rinse 2 (10mM Tris pH 8.0, 1mM EDTA, 0.5mM EGTA, 200mM NaCl), and then centrifuged at 1,200 X g and 4°C for 5 min. Pellets were washed with 5 ml of CiA Covaris Shearing Buffer (0.1% SDS, 1mM EDTA pH 8.0, 10mM Tris HC1 pH 8.0) twice with centrifugation at 1,200 X g and 4°C for 3 min after each wash. For sonication, pellets from approximately 3 million cells each were resuspended in 130 μl of CiA Covaris Shearing Buffer with 10% protease inhibitor cocktail. Pellets were sonicated in a Covaris E210 instrument (Covaris, Inc., Woburn, MA) using the following parameters: Duty Factor 5%, Peak power 105W, Cycles per burst 200, 10 min. Following sonication sheared chromatin lysate was transferred to a new centrifuged at 20,000 X g and 4°C for 15 min. Supernatant (sheared chromatin stock) was divided into three aliquots for input DNA, mock-immunoprecipitation (IP) and IP and stored at -80°C (-20C), after removal of an aliquot for analysis of product size in a 2% agarose gel and on the Agilent Bioanalyzer Nanochip.

For immunoprecipitation step, cross-linked chromatin using anti-BMAL1 antibody and mock-IP aliquots were thawed on ice. Samples were precleared by adding 50 μL resuspended A beads (DynaBeads Protein A, Invitrogen cat. # 10001D), and incubating at 4° C for 1.5 hr with rotation. Tubes were placed on a magnetic rack and liquid was transferred to a new microfuge tube. One-quarter of the volume of 5X IP Buffer (250mM Hepes/KOH pH 7.5, 1.5M NaCl, 5mM EDTA, 5% TritonX 100, 0.5% DOC [4-chloro-2,5-dimethoxy-amphetamine], 0.5% SDS) was added, and 10 μL of BMAL1 antibody (Abcam ab 3350) was added to IP tube, and nothing was added to mock-IP tube. Samples were rotated overnight at 4° C, and then 50 μL of resuspended A beads were added to each tube, and rotated for 3 hr at 4° C. Magnetic rack was used to remove A beads. Supernatant was collected transferred to a new tube, and washed with 1mL IP Buffer twice with rotation at RT for 3 min, and collection on magnetic rack following wash. Supernatants were then washed with 1 mL of DOC buffer (10 mM Tris, pH8.0; 0.25 M l (iCl; 0.5% NP40, 0.5% DOC, 1 mM EDTA), followed by 1 mL of Tris EDTA (TE) buffer pH 8. Supernatant was removed and 150 μL elution buffer was added and samples were rotated at RT for 20 min. Supernatant was transferred to a new tube and store at -80°C until DNA isolation.

Chromatin was isolated from supernatant by adding 3 volumes of TE with 1% SDS and RNAse A (Sigma R6513), and vortexing to mix. Samples were incubated at 37° C for 30 min, and proteinase K was added, vortexed again to mix, and cross-linking was reversed by incubating at 55° C for ~2.5 hr, and then overnight at 65° C in PCR tubes in the thermocycler. DNA was extracted the next day by adding 230 μL TE and 330 μL phenol/chloroform, vortexing, followed by centrifugation for 1 min. Aqueous layer was transferred into a new microfuge tube and 10 μL of commercial glycogen (ThermoScientific R0551) was added with 30 μL 3M NaCl. One volume of 100% ethanol was added and samples vortexed to mix. Samples were incubated for two days at -20° C, and then centrifuged 1 hr at 4°C to pellet DNA. Pellet was washed twice by removing the supernatant and adding 500 μl 70% EtOH. Pellet was resuspended in 25 μL TE and concentration was measured with Qubit fluorometer (Thermo Fisher Scientific) and a Bioanalyzer 2100 (Agilent), and samples stored at -80° C until sequencing.

To determine specificity BMAL1 antibody, RT-qPCR analysis of ChIP product, input and mock-IP samples were performed using primers designed to target the promoter region of *Per1*, a transcriptional target of BMAL1: CLOCK, and the exon region of a mouse sperm gene *Magea1_2*, which was not expected to be a target of BMAL1 binding. The promoter region of *Per1* containing the proximal E-box enhancer was amplified with the following primer set: forward, 5-CCTCCCTGAAAAGGGGTA-3; reverse, 5-GGATCTCTTCCTGGCATCTG-3. Primers used to amplify MAGEA1_2, with forward: 5-GCCTCTGAGTGCTTGAAGAT-3, and reverse: 5-CAGGGCAGTGACAAGGATATAG-3. Primers were designed to promoter regions of SLC6A4 (aka SERT) to encompass an E-box most proximal (beginning at -42 nucleotides) to the transition start site forward: 5- CTCCAGCTGCGGTAGCAGA-3 and reverse: 5-ATTTGTACTTGCGGCCC-3, and more distal (beginning at -1282 nucleotides) Forward: 5-GGAGTTACAGGCACGGAAG-3 and reverse 5-GCCTGGCCATTCCATGA-3. Triplicate samples were measured using SYBR green real-time PCR master mix (ThermoFischer Scientific). The analysis was conducted using the CFX Connect Realtime PCR Detection System (Biorad) with the following conditions for reactions were 1 cycle at 50°C for 2 min; 1 cycle at 95°C for 2 min, 55 cycles at 95°C for 15 sec, gradient 58–60°C for 30 sec and 72°C for 1min; and 1 cycle at 95°C for 10 sec, melt curve 65°C– 95°C, increment 0.5°C for 5 sec. PCR reaction efficiencies were 98% at annealing temperature 58°C for *Per1* and *Sert*, and at 60°C the efficiency for *Magea1* was 96%.

To calculate relative amount of input target brought down by ChIP with BMAL1 antibody the following equation was use: input sample-C_T_ of ChIP sample (https://www.thermofisher.com/us/en/home/life-science/epigenetics-noncoding-rna-research/chromatin-remodeling/chromatin-immunoprecipitation-chip/chip-analysis.html). A positive ChIP was defined as at least 2-fold greater than mock-IP sample [68].

### Sequencing of DNA, peak identification, and functional annotation analysis

Input and ChIP sample pairs were sequenced together by paired ends reads on the Illumina Novaseq 6000 (San Diego, CA) following the manufacturer’s protocols. Where Input refers to the DNA isolated from samples without ChIP assay. Prior to sequencing libraries were prepared using NEXTFLEX Rapid DNA-Seq Library Prep Kit for Illumina Platforms (PerkinElmer, Waltham, MA) according to manufacturer’s protocol. The number of reads for three of the input ChIP sample pairs (both UNDIFF samples and one DIFF sample) averaged approximately 100 million reads. The remaining DIFF input-ChIP pair had over 1 billion reads. To account for discrepancy in depth of sequencing, the reads were divided into five groups, and one group of input-ChIP sample pair was used for analysis. Sequence quality was assessed using FastQC (v 0.11.7) and quality trimming was done using Fastx toolkit to remove bases with Phred33 score of less than 30. The reads passing sequence quality criteria and with a length of at least 50 bases were retained for downstream analysis. The quality trimmed reads were mapped against the reference genome (Mus_musculus.GRCm38.chr.fa**)** using bowtie2 (Version 2.2.9) [69]. ChIP-seq data were submitted to Gene Expression Omnibus (GEO accession number GSE154937).

Peaks were called from mapped files (bam files) using ‘callpeaks’ script of HOMER (Version 4.10) [70] to detect transcription factor associated peaks using default settings except for the following parameters: fold enrichment over input tag count (F) was set at 2, fold enrichment limit of expected unique tag positions (C) was set at 2 and fold enrichment over local tag count (L) was set at 2 and FDR was set at <0.01. Quality control analyses were run from files generated in read tag directories to include tag count distribution, autocorrelation analysis, genomic nucleotide frequency relative to read positions, and fragment GC % distribution, met criteria for further analysis. Picard Mark Duplicates was performed on each sample (S20 Table). Common nearest gene associated with peaks between UNDIFF1 and UNDIFF2, DIFF1 and DIFF2 were generated using Venny 2.1 [71].

Overlap of BMAL1 targets in HC11 cells with genes that exhibit circadian rhythms of gene expression in virgin mouse mammary glands [13] and in human breasts during lactation [14] was investigated by obtaining supplemental data from these manuscripts. Similarly, overlap of HC11 BMAL1 targets with BMAL1 transcriptional targets identified in mouse liver was also investigated by obtaining supplemental data this manuscript [19]. For comparative analysis, gene symbols were converted to mouse ENSEMBL IDs using the gene conversion tool available in DAVID, and then common genes across data sets were identified using Venny 2.1 [71].

Functional annotation analysis was performed using Database for Annotation, Visualization, and Integrated Discovery-DAVID Bioinformatic Resources 6.8 [72,73], and Ingenuity Pathway Analysis (IPA; QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). To aid in visualization of IPA generated Figs, genes were assigned a value of 5 and were indicated as red in Fig of Regulator Networks. The network with highest consistency score was used, with the higher scores reflecting paths between target gene and output function consistent with the predicted state of the regulator—here all indicated as upregulated—based on the literature. IPA predicted upstream regulators were removed from the generated network, as BMAL1 was the upstream regulator (S2 Fig). The My Pathway tools in IPA was used for visualization of a subset of BMAL1 target genes. GeneCards [74] was used to query information on function of genes of interest.

### Statistical analysis

Statistical analysis was performed using SPSS software (IBM SPSS, v.26). General linear model was used to analyze whether cell line (HC11 or BMAL1-KO) or state of differentiation (DIFF or UNDIFF) affected variables. For time series analysis such as growth curve, MTT assay, ROS assay, and FACS analysis repeated measures was added to model and effect of day and line were analyzed. A Tukey’s post-hoc test was used for pairwise comparisons. Significance was considered at P ≤ 0.05. Cosine fit analysis of 24 hr rhythms of gene expression was performed with the cosinor package in R (RStudio 1.1.453, Boston, MA). Mesor, amplitude, acrophase R^2^, and *p*-value were outputs of the package algorithm.

## Supporting information

S1 Fig (a) Western blot analysis of immunoprecipitation (IP) of BMAL1 protein in HC11 cell protein lysate using rabbit polyclonal antibody to BMAL1 (ab3350, ChIP grade, 2 μg per IP). Lane 1 = Precision Plus Protein Standard Ladder; Lane 2 = 100 μg, Lane 3 = 150 μg, Lane 4 = 200 μg, Lane 5 = 200 μg of lysate precleared and incubated with beads but no Ab (-), Lane 6 = an aliquot of supernatant pulled off of lane 5 sample before wash steps that precede elution. western blot was performed using the mouse monoclonal antibody to BMAL 1 (sc-373955 @ 1:750 primary antibody concentration) for visualization. (b) Electropherogram analysis of input DNA used for ChIP-seq shows ideal size for next generation sequencing (seq). (c) Evaluation of antibody specificity indicated no difference between mock-ChIP and BMAL1-ChIP samples in the cycle threshold values following RT-qPCR analysis of an exon region of the *Magea1_2* sperm specific gene, which is not a BMAL1:CLOCK target. Whereas a 9-fold difference in enrichment was found between RT-qPCR analysis of BMAL1-ChIP and mock-ChIP for the *Per1* promoter region versus the exon region of *Magea1_2*. A positive ChIP was defined as at least 2-fold greater than mock-IP sample. Different letters indicate significant difference at *p*<0.05.
(TIF)

S2 Fig Ingenuity Pathway Analysis generated network with greatest consistency score reflecting relationships between BMAL1 targets and predicted downstream effects. Gene names and symbols are defined in S15 Table. The predicted upstream regulators were removed, as analysis assumes this is BMAL1 as the transcriptional regulator of genes in red and combined the downstream effects of inhibiting organismal death, and stimulating efflux of lipids, cellular protrusions, branching of cells, development of sensory organ, sprouting and organ size.
(TIF)

S3 Fig (a) PCR Analysis of monoclonal donor cassette integration. The first 10 lanes contain DNA from monoclonal colonies post clonal selection. The first character of each name refers to the gRNA used (i.e. 1A is HC11 that has undergone integration using gRNA 1). NTC denotes a no-template negative control. These results indicate proper integration of the donor cassette into the target site of cell colonies 1B, 1C, 2A, 2B, 2C, and 2D.
(TIF)

S4 Fig Figs represent reads/samples in wig format where Input sample reads are subtracted from ChIP sample reads. Reads per sample of peaks closest to: *Ppara* zoomed out (a) and in (b); *Prlr* (c) and (d); *Fasn* (e); *Slc6a4* (f); *Per1* (g); and *Csn2* (h) transcriptional start sites.
(TIF)

S5 Fig RT-qPCR analysis of *Fasn* of HC11 (black) and BMAL1-KO (gray) cultures in replicate experiments of undifferentiated (UNDIFF) and lactogen differentiated (DIFF) cultures. Values are mean technical replicates within experiment, normalized to express fold-change relative to mean of HC11 ± standard deviation using delta-delta cycle threshold method. Temporal analysis of *Fasn* expression in WT HC11 (solid line) and BMAL1-KO (dashed line) cultures. For this experiment cells were grown to confluence in growth media. Media was changed to lactogen media for 2 hr to synchronize clocks. At completion of 2 hr lactogen treatment (time 0 hr), cells were rinsed with PBS and cultured in growth media for remainder of the experiment. Cells were collected for isolation of total RNA every 4 hr over a 48 hr period beginning at 0 hr. *Fasn* was measured with RT-qPCR, and levels were expressed relative to mean ΔCTof HC11 across all time points. Cosinor analysis found mesor (0.01 and 0.97), amplitude (0.21 and 0.12), acrophase (-9.14 and -4.44), R^2^ (0.26 and 0.19) and *p*-value (0.22 and 0.33) of fit to a 24 hr rhythm, respectively, for HC11 and BMAL1-KO lines.
(TIF)

S1 Table Total reads, quality reads and overall mapping rate of ChIP and Input samples.

S2 Table Ensemble ID closest to BMAL1 ChIP-seq peak common to UNDIFF1, UNDIFF2, DIFF1 and DIFF2 samples.

S3 Table Ensemble ID closest to BMAL1 ChIP-seq peak only in DIFF 1 &2 samples.

S4 Table Overlap of peaks between undiff 1 (undiff 6) and undiff 2 (undiff 8).

S5 Table Overlap of peaks between Diff 1 and Diff 2.

S6 Table Ensembl ID of genes with transcriptional start site nearest to overlapping peaks among at least two ChIP samples.

S7 Table Functional annotation analysis of genes with transcriptional start site nearest to overlapping peaks among ChIP samples.

S8 Table Ingenuity Pathway Analysis of canonical pathways enriched enriched with BMAL1 targets.

S9 Table BMAL1 targets with overlapping peaks among samples that enriched Ingenuity Pathway Analysis canonical pathway Synaptogenesis Signaling Pathway.

S10 Table BMAL1 targets with overlapping peaks among samples that enriched Ingenuity Pathway Analysis canonical pathway Axonal Guidance Signaling.

S11 Table Ingenuity Pathway Analysis predicted upstream regulators of BMAL1 gene targets.

S12 Table Downstream targets of GRIN3A identified using Ingenuity pathway analysis.

S13 Table Downstream targets of CREB identified using Ingenuity pathway analysis.

S14 Table Downstream targets of chorionic gonadotropin complex (CG) identified using Ingenuity pathway analysis.

S15 Table Ingenuity Pathway Analysis generated network with greatest consistency score reflecting relationships between BMAL1 targets and predicted downstream effects.

S16 Table Symbols and corresponding genes names in schematic (Fig 2) generated with Ingenuity Pathway Analysis using my pathway tools.

S17 Table Overlap of BMAL1-Chip seq gene targets that overlap with genes that showed circadian rhythms of gene expression in virgin mouse glands and in lactating breast of women: Gene ID lists and functional annotation analysis.

S18 Table Overlap of BMAL1-Chip seq gene targets with genes that were identified as targets in liver tissue: Gene ID lists and functional annotation analysis.

S19 Table Sanger sequencing of genomic sequence upstream and down stream and donor cassette insertion into BMAL1-KO monoclonal line used for studies.

S20 Table Picard Mark Duplicates results.

S1 Raw images

## References

[1] Eckel-MahanK, Sassone-CorsiP. Metabolism and the circadian clock converge. Physiological Reviews. 2013;93(1):107–35. doi: 10.1152/physrev.00016.2012 WOS:000313562300004. 23303907PMC3781773

[2] MasriS, ZocchiL, KatadaS, MoraE, Sassone-CorsiP. The circadian clock transcriptional complex: metabolic feedback intersects with epigenetic control. Annals of the New York Academy of Sciences. 2012;1264(1):103–9. doi: 10.1111/j.1749-6632.2012.06649.x 22834651PMC3464365

[3] GérardC, GoldbeterA. Entrainment of the Mammalian Cell Cycle by the Circadian Clock: Modeling Two Coupled Cellular Rhythms. PLoS Comput Biol. 2012;8(5):e1002516. doi: 10.1371/journal.pcbi.100251622693436PMC3364934

[4] MetzR, QuX, LaffinB, EarnestDJ, PorterW. Circadian clock and cell cycle gene expression in mouse mammary epithelial cells and in the developing mouse mammary gland. Developmental Dynamics. 2006;235(1):263–71. doi: 10.1002/dvdy.20605 16261617PMC2712121

[5] CaseyTM, CrodianJ, EricksonE, KuropatwinskiKK, GleibermanAS, AntochMP. Tissue-Specific Changes in Molecular Clocks During the Transition from Pregnancy to Lactation in Mice. Biology of Reproduction. 2014;90(6):127. doi: 10.1095/biolreprod.113.11613724759789PMC4094001

[6] HardinPE. Transcription Regulation within the Circadian Clock: The E-box and Beyond. J Biol Rhythms. 2004;19(5):348–60. doi: 10.1177/0748730404268052 15534316

[7] AkhtarRA, ReddyAB, MaywoodES, ClaytonJD, KingVM, SmithAG, et al. Circadian Cycling of the Mouse Liver Transcriptome, as Revealed by cDNA Microarray, Is Driven by the Suprachiasmatic Nucleus. Current Biology. 2002;12(7):540–50. doi: 10.1016/s0960-9822(02)00759-5 11937022

[8] PandaS.Coordinated transcription of key pathways in the mouse by the circadian clock. Cell. 2002;109:307–20. doi: 10.1016/s0092-8674(02)00722-5 12015981

[9] StorchKF. Extensive and divergent circadian gene expression in liver and heart. Nature. 2002;417:78–83. doi: 10.1038/nature744 11967526

[10] AlbrechtU.Timing to Perfection: The Biology of Central and Peripheral Circadian Clocks. Neuron. 2012;74(2):246–60. doi: 10.1016/j.neuron.2012.04.006 22542179

[11] DuffieldGE, BestJD, MeurersBH, BittnerA, LorosJJ, DunlapJC. Circadian Programs of Transcriptional Activation, Signaling, and Protein Turnover Revealed by Microarray Analysis of Mammalian Cells. Current Biology. 2002;12(7):551–7. doi: 10.1016/s0960-9822(02)00765-0 11937023

[12] ReddyAB, KarpNA, MaywoodES, SageEA, DeeryM, O’NeillJS, et al. Circadian Orchestration of the Hepatic Proteome. Current Biology. 2006;16(11):1107–15. doi: 10.1016/j.cub.2006.04.026 16753565

[13] YangN, WilliamsJ, Pekovic-VaughanV, WangP, OlabiS, McConnellJ, et al. Cellular mechano-environment regulates the mammary circadian clock. Nat Commun. 2017;8:14287. Epub 2017/01/31. doi: 10.1038/ncomms14287; PubMed Central PMCID: PMC5290282.28134247PMC5290282

[14] ManingatPD, SenP, RijnkelsM, SunehagAL, HadsellDL, BrayM, et al. Gene expression in the human mammary epithelium during lactation: the milk fat globule transcriptome. Physiological Genomics. 2009;37(1):12–22. doi: 10.1152/physiolgenomics.90341.2008 19018045PMC2661101

[15] DolatshadH, CampbellEA, O’HaraL, MaywoodES, HastingsMH, JohnsonMH. Developmental and reproductive performance in circadian mutant mice. Human Reproduction. 2006;21(1):68–79. doi: 10.1093/humrep/dei313 16210390

[16] Kennaway DJBM, VoultsiosA. Reproductive performance in female Clock(Delta19) mutant mice. Reprod Fertil Dev. 2004;16(8):801–10. doi: 10.1071/rd04023 15740704

[17] HoshinoK, WakatsukiY, IigoM, ShibataS. Circadian Clock Mutation in Dams Disrupts Nursing Behavior and Growth of Pups. Endocrinology. 2006;147(4):1916–23. doi: 10.1210/en.2005-1343 16439451

[18] CaseyT, CrodianJ, Suarez-TrujilloA, EricksonE, WeldonB, CrowK, et al. CLOCK regulates mammary epithelial cell growth and differentiation. Am J Physiol Regul Integr Comp Physiol. 2016;311(6):R1125–R34. Epub 2016/10/07. doi: 10.1152/ajpregu.00032.2016 ; PubMed Central PMCID: PMC5256977.27707717PMC5256977

[19] ReyG, CesbronF, RougemontJ, ReinkeH, BrunnerM, NaefF. Genome-Wide and Phase-Specific DNA-Binding Rhythms of BMAL1 Control Circadian Output Functions in Mouse Liver. PLoS Biol. 2011;9(2):e1000595. doi: 10.1371/journal.pbio.100059521364973PMC3043000

[20] KondratovRV, KondratovaAA, GorbachevaVY, VykhovanetsOV, AntochMP. Early aging and age-related pathologies in mice deficient in BMAL1, the core componentof the circadian clock. Genes & development. 2006;20(14):1868–73. doi: 10.1101/gad.1432206 .16847346PMC1522083

[21] MroueR, BissellMJ. Three-Dimensional Cultures of Mouse Mammary Epithelial Cells. In: RandellSH, FulcherML, editors. Epithelial Cell Culture Protocols: Second Edition. Totowa, NJ: Humana Press; 2013. p. 221–50.10.1007/978-1-62703-125-7_14PMC366656423097110

[22] HoffmanJA, TrotterKW, WardJM, ArcherTK. BRG1 governs glucocorticoid receptor interactions with chromatin and pioneer factors across the genome. Elife. 2018;7:e35073. doi: 10.7554/eLife.3507329792595PMC5967868

[23] PaakinahoV, JohnsonTA, PresmanDM, HagerGL. Glucocorticoid receptor quaternary structure drives chromatin occupancy and transcriptional outcome. Genome Res. 2019;29(8):1223–34. Epub 2019/07/23. doi: 10.1101/gr.244814.118 .31337711PMC6673716

[24] LkhiderM, DelpalS, Le ProvostF, Ollivier-BousquetM. Rat prolactin synthesis by lactating mammary epithelial cells. FEBS Letters. 1997;401(2):117–22. doi: 10.1016/s0014-5793(96)01450-0 9013870

[25] KangK, YamajiD, YooKH, RobinsonGW, HennighausenL. Mammary-specific gene activation is defined by progressive recruitment of STAT5 during pregnancy and the establishment of H3K4me3 marks. Mol Cell Biol. 2014;34(3):464–73. Epub 2013/11/25. doi: 10.1128/MCB.00988-13 .24277936PMC3911501

[26] LeeY, LeeJ, KwonI, NakajimaY, OhmiyaY, SonGH, et al. Coactivation of the CLOCK-BMAL1 complex by CBP mediates resetting of the circadian clock. J Cell Sci. 2010;123(Pt 20):3547–57. Epub 2010/10/12. doi: 10.1242/jcs.070300 .20930143

[27] Travnickova-BendovaZ, CermakianN, ReppertSM, Sassone-CorsiP. Bimodal regulation of mPeriod promoters by CREB-dependent signaling and CLOCK/BMAL1 activity. Proceedings of the National Academy of Sciences. 2002;99(11):7728–33. doi: 10.1073/pnas.102075599 12032351PMC124335

[28] GolombekDA, RosensteinRE. Physiology of Circadian Entrainment. Physiological Reviews. 2010;90(3):1063–102. doi: 10.1152/physrev.00009.2009 .20664079

[29] BusbyS, NuhantP, CameronM, MercerBA, HodderP, RoushWR, et al. Discovery of Inverse Agonists for the Liver Receptor Homologue-1 (LRH1; NR5A2). Probe Reports from the NIH Molecular Libraries Program. Bethesda (MD): National Center for Biotechnology Information (US); 2010.23166964

[30] OosterveerMH, SchoonjansK. Hepatic glucose sensing and integrative pathways in the liver. Cell Mol Life Sci. 2014;71(8):1453–67. Epub 2013/11/08. doi: 10.1007/s00018-013-1505-z .24196749PMC11114046

[31] RangelMC, BertoletteD, CastroNP, KlauzinskaM, CuttittaF, SalomonDS. Developmental signaling pathways regulating mammary stem cells and contributing to the etiology of triple-negative breast cancer. Breast cancer research and treatment. 2016;156(2):211–26. Epub 2016/03/11. doi: 10.1007/s10549-016-3746-7 .26968398PMC4819564

[32] JanichP, PascualG, Merlos-SuárezA, BatlleE, RippergerJ, AlbrechtU, et al. The circadian molecular clock creates epidermal stem cell heterogeneity. Nature. 2011;480(7376):209–14. Epub 2011/11/15. doi: 10.1038/nature10649 .22080954

[33] GimbleJM, FloydZE, BunnellBA. The 4th dimension and adult stem cells: Can timing be everything? J Cell Biochem. 2009;107(4):569–78. doi: 10.1002/jcb.22153 .19384905PMC2761717

[34] SarkarA, HochedlingerK. The sox family of transcription factors: versatile regulators of stem and progenitor cell fate. Cell stem cell. 2013;12(1):15–30. doi: 10.1016/j.stem.2012.12.007 .23290134PMC3608206

[35] ShennanDB. Mammary gland membrane transport systems. Journal of mammary gland biology and neoplasia. 1998;3(3):247–58. Epub 2000/05/20. doi: 10.1023/a:1018759326200 .10819512

[36] PatelOV, CaseyT, PlautK. Profiling solute-carrier transporters in key metabolic tissues during the postpartum evolution of mammary epithelial cells from nonsecretory to secretory. Physiol Genomics. 2019;51(11):539–52. Epub 2019/09/24. doi: 10.1152/physiolgenomics.00058.2019 .31545931

[37] TuszynskiJ, TilliTM, LevinM. Ion Channel and Neurotransmitter Modulators as Electroceutical Approaches to the Control of Cancer. Curr Pharm Des. 2017;23(32):4827–41. doi: 10.2174/1381612823666170530105837 .28554310PMC6340161

[38] Coloff JonathanL, MurphyJP, Braun CraigR, Harris IsaacS, Shelton LauraM, KamiK, et al. Differential Glutamate Metabolism in Proliferating and Quiescent Mammary Epithelial Cells. Cell Metabolism. 2016;23(5):867–80. doi: 10.1016/j.cmet.2016.03.016 27133130

[39] FeilletC, van der HorstGTJ, LeviF, RandDA, DelaunayF. Coupling between the Circadian Clock and Cell Cycle Oscillators: Implication for Healthy Cells and Malignant Growth. Frontiers in neurology. 2015;6(96). doi: 10.3389/fneur.2015.0009626029155PMC4426821

[40] WaltherDM, KasturiP, ZhengM, PinkertS, VecchiG, CiryamP, et al. Widespread Proteome Remodeling and Aggregation in Aging C. elegans. Cell. 2015;161(4):919–32. Epub 2015/05/11. doi: 10.1016/j.cell.2015.03.032 ; PubMed Central PMCID: PMC4643853.25957690PMC4643853

[41] MillerBF, DrakeJC, NaylorB, PriceJC, HamiltonKL. The measurement of protein synthesis for assessing proteostasis in studies of slowed aging. Ageing Research Reviews. 2014;18:106–11. doi: 10.1016/j.arr.2014.09.005 25283966PMC4258117

[42] MarshallAM, HernandezLL, HorsemanND. Serotonin and Serotonin Transport in the Regulation of Lactation. Journal of mammary gland biology and neoplasia. 2014;19(1):139–46. doi: 10.1007/s10911-013-9304-6 24136337

[43] Suárez-TrujilloA, CaseyTM. Serotoninergic and circadian systems: driving mammary gland development and function. Frontiers in Physiology. 2016;7. doi: 10.3389/fphys.2016.0030127471474PMC4945644

[44] BaileySM, UdohUS, YoungME. Circadian regulation of metabolism. J Endocrinol. 2014;222(2):R75–96. Epub 2014/06/15. doi: 10.1530/JOE-14-0200 ; PubMed Central PMCID: PMC4109003.24928941PMC4109003

[45] MohammadMA, HaymondMW. Regulation of lipid synthesis genes and milk fat production in human mammary epithelial cells during secretory activation. American Journal of Physiology-Endocrinology and Metabolism. 2013;305(6):E700–E16. doi: 10.1152/ajpendo.00052.2013 .23880316PMC3761196

[46] PalomboV, LoorJJ, D’AndreaM, Vailati-RiboniM, ShahzadK, KroghU, et al. Transcriptional profiling of swine mammary gland during the transition from colostrogenesis to lactogenesis using RNA sequencing. BMC Genomics. 2018;19(1):322. doi: 10.1186/s12864-018-4719-529724161PMC5934875

[47] OostermanJE, KalsbeekA, Fleur SEl, Belsham DD. Impact of nutrients on circadian rhythmicity. Am J Physiol Regul Integr Comp Physiol. 2015;3085:R337–50. doi: 10.1152/ajpregu.00322.2014 25519730PMC4346762

[48] SalferIJ, HarvatineKJ. Night-restricted feeding of dairy cows modifies daily rhythms of feed intake, milk synthesis and plasma metabolites compared with day-restricted feeding. British Journal of Nutrition. 2020;123(8):849–58. Epub 2020/01/08. doi: 10.1017/S0007114520000057 31910910PMC7154010

[49] TianH, LuoJ, ShiH, ChenX, WuJ, LiangY, et al. Role of peroxisome proliferator-activated receptor-α on the synthesis of monounsaturated fatty acids in goat mammary epithelial cells. J Anim Sci. 2020;98(3). Epub 2020/02/19. doi: 10.1093/jas/skaa062; PubMed Central PMCID: PMC7070155.32067038PMC7070155

[50] ChakravarthyMV, PanZ, ZhuY, TordjmanK, SchneiderJG, ColemanT, et al. New hepatic fat activates PPARA to maintain glucose, lipid, and cholesterol homeostasis. Cell Metabolism. 2005;1(5):309–22. doi: 10.1016/j.cmet.2005.04.002 16054078

[51] ChakravarthyMV, LodhiIJ, YinL, MalapakaRRV, XuHE, TurkJ, et al. Identification of a physiologically relevant endogenous ligand for PPARalpha in liver. Cell. 2009;138(3):476–88. Epub 2009/07/30. doi: 10.1016/j.cell.2009.05.036 .19646743PMC2725194

[52] RotmanN, WahliW. Fatty Acid Synthesis and PPARα Hand in Hand. Chemistry &Biology. 2009;16(8):801–2. doi: 10.1016/j.chembiol.2009.08.004 19716470

[53] RakhshandehrooM, KnochB, MüllerM, KerstenS. Peroxisome proliferator-activated receptor alpha target genes. PPAR Res. 2010;2010:612089. Epub 2010/09/26. doi: 10.1155/2010/612089.20936127PMC2948931

[54] ShinHY, HennighausenL, YooKH. STAT5-Driven Enhancers Tightly Control Temporal Expression of Mammary-Specific Genes. Journal of mammary gland biology and neoplasia. 2019;24(1):61–71. Epub 2018/10/18. doi: 10.1007/s10911-018-9418-y .30328555

[55] GloushankovaNA, RubtsovaSN, ZhitnyakIY. Cadherin-mediated cell-cell interactions in normal and cancer cells. Tissue Barriers. 2017;5(3):e1356900. Epub 2017/08/08. doi: 10.1080/21688370.2017.1356900; PubMed Central PMCID: PMC5571778.28783415PMC5571778

[56] GerberA, EsnaultC, AubertG, TreismanR, PralongF, SchiblerU. Blood-borne circadian signal stimulates daily oscillations in actin dynamics and SRF activity. Cell. 2013;152(3):492–503. Epub 2013/02/05. doi: 10.1016/j.cell.2012.12.027 .23374345

[57] HorsemanND, CollierRJ. Serotonin: a local regulator in the mammary gland epithelium. Annu Rev Anim Biosci. 2014;2:353–74. Epub 2014/11/11. doi: 10.1146/annurev-animal-022513-114227 .25384147

[58] CooperJM, HalterKA, ProsserRA. Circadian rhythm and sleep-wake systems share the dynamic extracellular synaptic milieu. Neurobiol Sleep Circadian Rhythms. 2018;5:15–36. Epub 2018/04/17. doi: 10.1016/j.nbscr.2018.04.001 ; PubMed Central PMCID: PMC6584685.31236509PMC6584685

[59] ReyG, CesbronF, RougemontJ, ReinkeH, BrunnerM, NaefF. Genome-Wide and Phase-Specific DNA-Binding Rhythms of BMAL1 Control Circadian Output Functions in Mouse Liver. PLOS Biology. 2011;9(2):e1000595. doi: 10.1371/journal.pbio.100059521364973PMC3043000

[60] LandtSG, MarinovGK, KundajeA, KheradpourP, PauliF, BatzoglouS, et al. ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. Genome Res. 2012;22(9):1813–31. doi: 10.1101/gr.136184.111 22955991PMC3431496

[61] ZhangX-H, TeeLY, WangX-G, HuangQ-S, YangS-H. Off-target Effects in CRISPR/Cas9-mediated Genome Engineering. Molecular Therapy—Nucleic Acids. 2015;4:e264. doi: 10.1038/mtna.2015.3726575098PMC4877446

[62] KalyanaramanB, Darley-UsmarV, DaviesKJA, DenneryPA, FormanHJ, GrishamMB, et al. Measuring reactive oxygen and nitrogen species with fluorescent probes: challenges and limitations. Free Radic Biol Med. 2012;52(1):1–6. Epub 2011/10/02. doi: 10.1016/j.freeradbiomed.2011.09.030 .22027063PMC3911769

[63] LivakKJ, SchmittgenTD. Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2-[Delta][Delta]CT Method. Methods. 2001;25(4):402–8. doi: 10.1006/meth.2001.1262 11846609

[64] BustinSA, BenesV, GarsonJA, HellemansJ, HuggettJ, KubistaM, et al. The MIQE Guidelines: Minimum Information for Publication of Quantitative Real-Time PCR Experiments. Clin Chem. 2009;55(4):611–22. doi: 10.1373/clinchem.2008.112797 19246619

[65] V R. http://www.doubling-time.com/compute.php. 2006.

[66] VidiPA, BissellMJ, LelièvreSA. Three-dimensional culture of human breast epithelial cells: the how and the why. Methods Mol Biol. 2013;945:193–219. Epub 2012/10/26. doi: 10.1007/978-1-62703-125-7_13 ; PubMed Central PMCID: PMC3666567.23097109PMC3666567

[67] GuzmánC, BaggaM, KaurA, WestermarckJ, AbankwaD. ColonyArea: an ImageJ plugin to automatically quantify colony formation in clonogenic assays. PloS one. 2014;9(3):e92444–e. doi: 10.1371/journal.pone.0092444 .24647355PMC3960247

[68] TantinD, VothWP, ShakyaA. Efficient chromatin immunoprecipitation using limiting amounts of biomass. J Vis Exp. 2013;(75):e50064–e. doi: 10.3791/50064 .23665589PMC3667687

[69] LangmeadB, SalzbergSL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357–9. Epub 2012/03/06. doi: 10.1038/nmeth.1923 ; PubMed Central PMCID: PMC3322381.22388286PMC3322381

[70] HeinzS, BennerC, SpannN, BertolinoE, LinYC, LasloP, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38(4):576–89. Epub 2010/06/02. doi: 10.1016/j.molcel.2010.05.004 ; PubMed Central PMCID: PMC2898526.20513432PMC2898526

[71] Oliveros, J.C. (2007–2015) Venny. An interactive tool for comparing lists with Venn’s diagrams. https://bioinfogp.cnb.csic.es/tools/venny/index.html.

[72] Huang daW, ShermanBT, LempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4(1):44–57. doi: 10.1038/nprot.2008.211 .19131956

[73] Huang daW, ShermanBT, LempickiRA. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic acids research. 2009;37(1):1–13. Epub 2008/11/27. doi: 10.1093/nar/gkn923 ; PubMed Central PMCID: PMC2615629.19033363PMC2615629

[74] StelzerG, RosenN, PlaschkesI, ZimmermanS, TwikM, FishilevichS, et al. The GeneCards Suite: From Gene Data Mining to Disease Genome Sequence Analyses. Current protocols in bioinformatics. 2016;54(1):1.30.1–1..3. doi: 10.1002/cpbi.5 27322403

# Supplementary material for: Core circadian clock transcription factor BMAL1 regulates mammary epithelial cell growth, differentiation, and milk component synthesis
**Source:** PLoS One. 2021 Aug 20;16(8):e0248199. doi: 10.1371/journal.pone.0248199

Title: Core circadian clock transcription factor BMAL1 regulates mammary epithelial cell growth, differentiation, and milk component synthesis.

Authors: Theresa Casey^{1‡}, Aridany Suarez-Trujillo¹, Shelby Cummings¹, Katelyn Huff¹, Jennifer Crodian¹, Ketaki Bhide², Clare Aduwari¹, Kelsey Teeple¹, Avi Shamay³, Sameer J. Mabjeesh⁴, Phillip San Miguel⁵, Jyothi Thimmapuram², and Karen Plaut¹

Affiliations: 1. Department of Animal Science, Purdue University, West Lafayette, IN, USA; 2. Bioinformatics Core, Purdue University; 3. Animal Science Institute, Agriculture Research Origination, The Volcani Center, Rishon Letsiyon, Israel. 4. Department of Animal Sciences, The Robert H. Smith Faculty of Agriculture, Food, and Environment, The Hebrew University of Jerusalem, Rehovot, Israel. 5. Genomics Core, Purdue University

Supplemental material contents.

Page 2: Whole gel presented in Figure 3A.

Page 3: Whole Components Supplemental Figure S1A.

Page 4: Whole gels of supplemental Figure S2.

Blots presented in Figure 3A

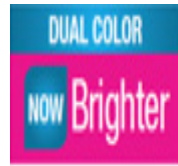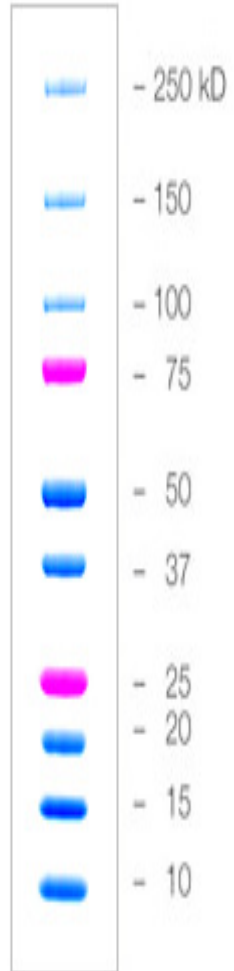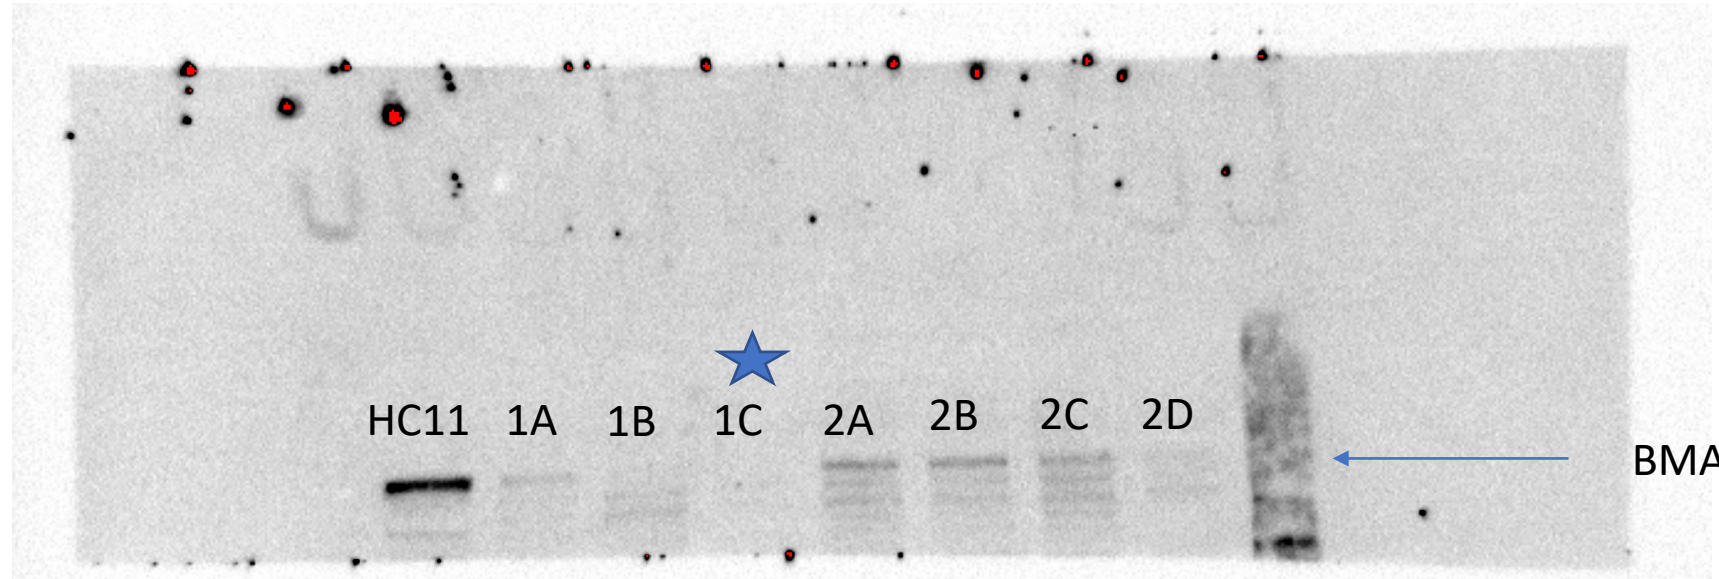

BMAL 69 KDa

BA 42 KDa

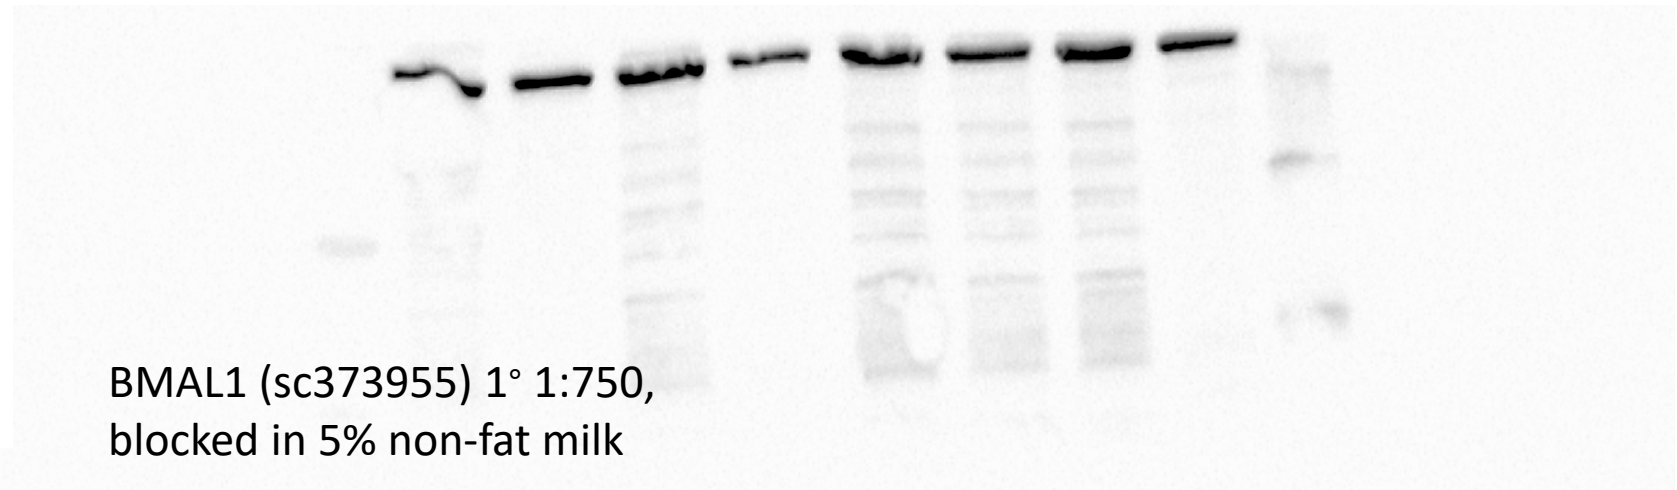

BMAL1 (sc373955) 1° 1:750,
blocked in 5% non-fat milk

100ug samples

BA (ab8227) 1° 1:5000,
blocked in BSA

Whole Components Supplemental Figure. S1A

250 kD
150 kD
100 kD
75 kD
50 kD

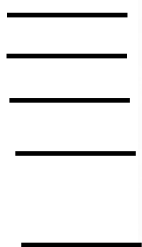

BMAL

HC of IP
Ab

BA

LC of antio
dy
from
IP

8-24-16 standard IP with HC11 UNDIFF
CT12 protein lysate

Lysates were precleared before
incubating with Ab (mixed with
rotation and Dynabeads G for 1 hr.,
beads were discarded and lysate was
used for experiment

Lane 1 = Precision Plus Protein
Standard Ladder

Lane 2= 100 µg
Lane 3= 150 µg
Lane 4 = 200 µg

Lane 5= lysate was precleared and
incubated with beads but no Ab (-)

Lane 6= an aliquot of supernatant
pulled off of lane 5 sample before wash
steps that precede elution

IP : rabbit polyclonal to BMAL 1 (ab3350, ChIP grade, 2 µg per
IP)

Western Blot: mouse monoclonal to BMAL 1 (sc-373955 @
1:750 primary antibody concentration)

Supplemental Figure S2.
Whole gels

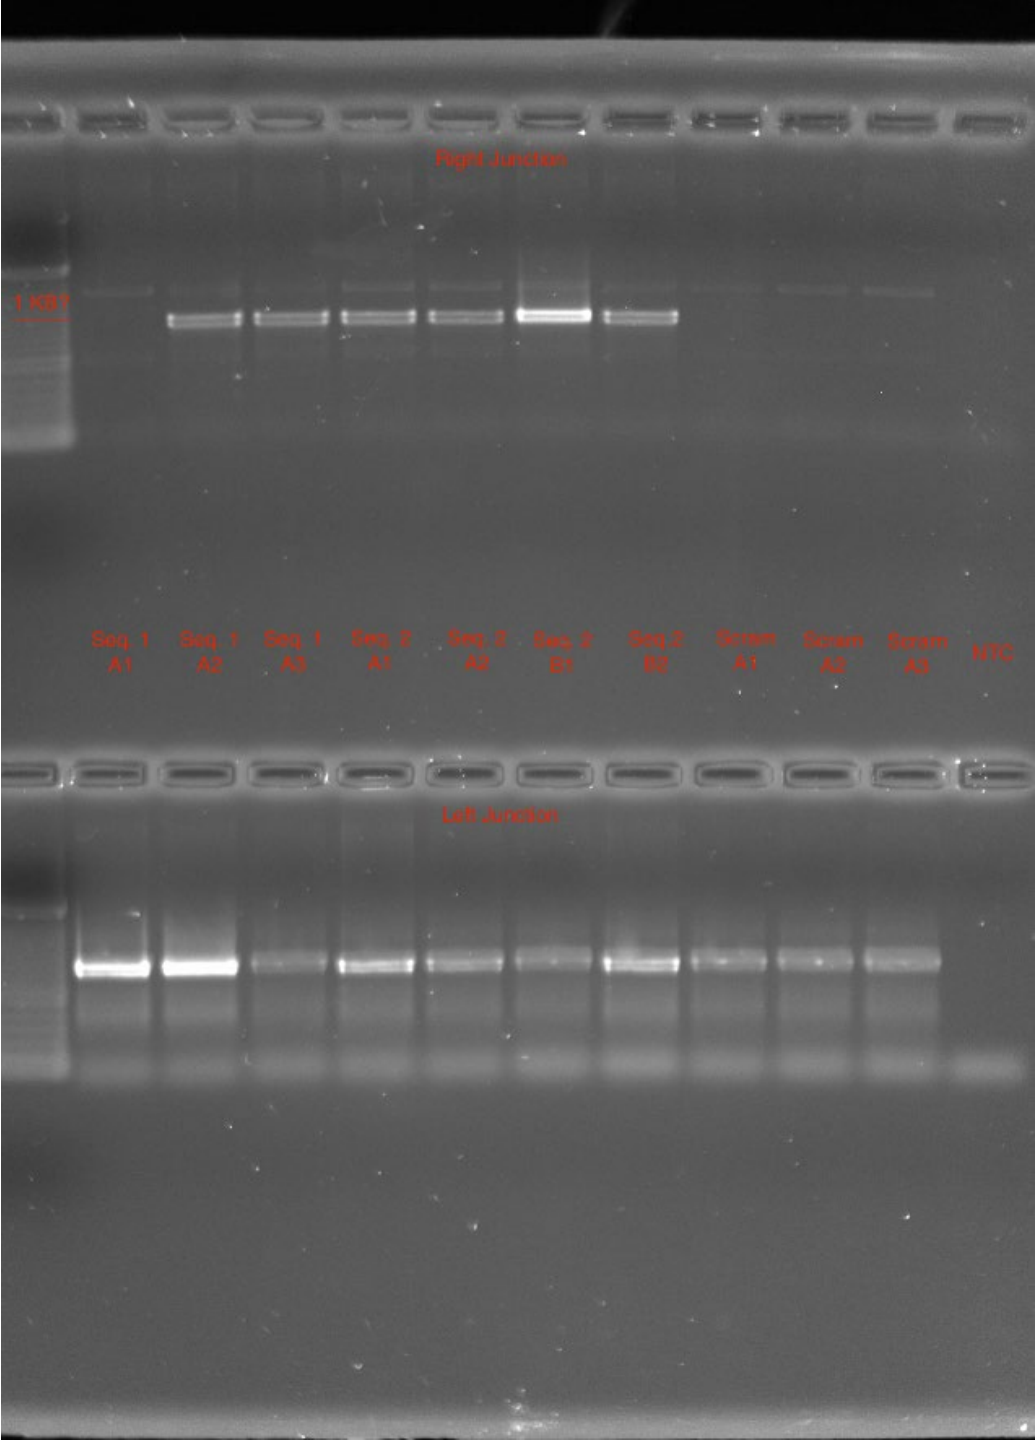

**Supplement:** S1 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

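BMAL1 binding was measured by ChIP-seq in HC11 mouse mammary epithelial cells, in 2 undifferentiated (UNDIFF1 and UNDIFF2) and 2 differentiated cultures (DIFF1 and DIFF2) from 4 independent ChIP experiments, each with its own input DNA. The conditions and replicate numbers were taken from the sample labels and the paper. The replicate numbers of the UNDIFF and DIFF cultures share only a number, and no pairing is stated. The reads were not analysed here, nor were the inputs on their own.

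The authors checked reads with FastQC 0.11.7, trimmed them with the Fastx toolkit, aligned them with Bowtie2 2.2.9 to GRCm38 and called peaks in each sample separately with HOMER 4.10 findPeaks. Their settings were a fold over input of at least 2, a fold over local tags of at least 2, a clonal fold of 2 and an FDR under 0.01, and the note of the paper's S20 Table states that PCR duplicates were filtered when peaks were called. The tags listed for the peaks were not checked for duplicates. The authors' deposited lists give each peak's position, its signal as tags in ChIP and input and as a normalized tag count, the focus ratio as a fraction, the findPeaks score, the fold over input, the fold over local tags and the clonal fold as ratios, and a p-value over input and over local tags. The deposited p-values are not adjusted, the largest over input was 9.93e-05, and some are listed as 0. Scores, folds and p-values were used to describe, rank or filter peaks within a list, because each list was called apart from the others. There were 2 exceptions. A score minimum of 24 was applied to all 4 lists, and the log2 median fold over input was compared between states, though neither was shown to share a scale across lists. The chromosome names and lengths of the lists fit GRCm38, and 0 peaks ran past a chromosome end.

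The depth behind each list was read from the tags and normalized tag counts of its peaks, as the smaller of the ChIP and input totals. The largest of the 4 totals was 2.28 times the smallest. No list gives tags outside peaks, so sites under the score minimum of a list were not counted, and a gene without a peak cannot be called unbound. Wilson intervals at 95% are given for shares of peaks and cover counting error only.

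Each peak was assigned to the nearest transcription start site among 45756 curated RefSeq transcripts of GRCm38 (annotation release 108.20200622), measured from the peak's centre, and genes were given Ensembl IDs from GENCODE M21. Of 21000 protein coding genes, 20906 had an Ensembl ID and were counted. The annotation release that HOMER used is not given in the sources used here. Of the UNDIFF1 peaks in the paper's S4 Table, 84.2% had the same nearest gene here as in that table, and of the DIFF1 peaks in S5 Table 90.2%. Peaks were placed by their centre in promoters (from 1 kb upstream to 100 bp downstream of a start site), sites around transcription ends, exons, untranslated regions, introns or intergenic sequence. A peak counted as lying in a repeat when its centre was soft-masked in the reference genome. The E-box CACGTG was searched in each peak.

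Peaks of different samples overlapped when they shared at least 1 bp, counted with bedtools 2.31.1. Overlaps were compared with 1000 random placements of the peaks on their own chromosomes, gene counts with 100 and E-boxes with 100 random sets. Genes with overlapping peaks were compared with all genes near a peak by Fisher's exact test (one-sided) for 27 gene groups of 446 genes, and with random placement of the shared sites on their own chromosomes. Values were adjusted by the Benjamini-Hochberg method within each family, with a threshold of 0.05. Group means were compared by an exact permutation test (two-sided). Peak densities of the 19 autosomes were compared by Spearman and Pearson correlation with 10000 permutations, over 21 relations, of which 9, those of the input tags at UNDIFF1, UNDIFF2 and DIFF1 peaks, were added after the others were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. On simulated lists the overlap count equalled that of bedtools (310 pairs), and 0 of 300 peaks received a wrong nearest start site. In a simulation, 0 of 20 random gene groups passed Fisher's exact test. Every simulated gene had the same chance of being hit. The simulation therefore cannot test how that test behaves when the length of sequence nearest to each gene differs.

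The genes named in the text were chosen by a rule set before the data were examined, though the values in the paper's S2 to S6 Tables had been seen by then, apart from genes singled out of the groups that no sentence of the paper beside them names, such as the cell type markers, which were chosen after their values were seen. The rule takes the genes that the paper names as targets or that the gene groups hold, counted by group and singled out where the sentence beside them names them, the core clock, milk protein, milk fat and prolactin signalling genes, the 10 genes with peaks overlapping in the most samples by summed rank of score, and the 3 peaks of highest score in each sample. The groups were core clock, clock output, milk protein, milk fat, prolactin signalling, serotonin and mitochondrial fission genes and prostaglandin E receptors. From Table 1 came the solute carrier, nuclear receptor, extracellular matrix, cell division, potassium channel and lipid genes. Others were glutamate receptors, classical cadherins, atypical cadherins with protocadherins, ephrins, axon guidance, Wnt pathway, ABC transporter, DNA damage and antioxidant genes. The rest were markers of mammary epithelium, of fibroblasts and adipocytes and of neurons, with ribosomal protein genes for comparison.

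Before the data were examined, 94 alternatives were fixed, among them a fold over input of at least 4, equal numbers of peaks per sample, peaks within 100 kb of a start site, other definitions of overlap, genes of every type, other backgrounds, the numbered chromosomes alone and leaving out each sample. A further 12 were chosen after seeing the data, among them leaving out peaks in soft-masked sequence. The copy of S3 Table held here holds fewer gene IDs than the paper gives for it, so no test used it. The mammary and liver transcriptomes, the knockout cultures and the RT-qPCR data were not analysed here. Values of some single genes are not reported here.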

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

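The test of the score minimum and repeats of DIFF2, that of the lactogen treatment and that of the input of DIFF1 were chosen only after the results were seen.

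Repeats held the centres of 86.04% of the DIFF2 peaks, above the 34.05% of random positions. The paper's text does not discuss them, while its S4 and S5 Tables annotate 50 of 95 overlapping UNDIFF1 peaks and 603 of 776 overlapping DIFF1 peaks as repeats. That annotation is another measure than the soft-masked centre used here. By the soft-masked centre, repeats held 27.37% of the UNDIFF1 peaks that overlapped UNDIFF2 and 69.07% of the DIFF1 peaks that overlapped DIFF2. In the full lists of UNDIFF1, UNDIFF2 and DIFF1 the share of peak centres in repeats was below random, at 21.40%, 26.30% and 26.64%. The peak of highest score in each sample also lay outside the genes that the paper discusses. It was above its input, as the authors' limit of 2-fold requires of every listed peak. It had 1354 ChIP tags against 640.5 in UNDIFF1, in the mitochondrial genome at 3243 to 3437. In UNDIFF2 it had 4237 tags against 570.2, in an intron of Chl1, a gene of a neural cell adhesion molecule. In DIFF1 it had 127.6 tags against 49.5, in an intron of Pisd-ps2 on chromosome 17. In DIFF2 it had 838503 tags against 126849, in repeat sequence on chromosome 2 with Lrrc4c as the nearest gene, and its clonal fold was 0.01.

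Peaks were more numerous in the DIFF cultures, and DIFF2 held 13.55 times as many as DIFF1. With the score minimum of the other lists and without soft-masked sequence, DIFF2 held 0.3435 times as many peaks as DIFF1 (3448 against 10038). The smaller of the ChIP and input tag totals differs by 1.63 times between these lists, over the limit of 1.5 set for the comparison. Whether the scores rest on these totals was not shown, as the DIFF1 peaks had a median score of 26 and a median of 16.9 ChIP tags. The low score minimum and the repeats therefore cannot be told apart from a true excess. DIFF1 alone held 2.279 times as many peaks as the mean of the UNDIFF cultures, as the lactogen treatment may give, and 2 cultures per state cannot separate this from a difference between libraries. The paper's S1 Table gives the DIFF1 input 0.7139 times the read pairs of the smaller UNDIFF input, so a shallower input is also open for DIFF1.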

How the results depend on the processing

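Of 106 alternatives over 13 results, 82 left the result within its limits and 23 moved a count by more than 1.5 times. In the remaining 1 an overlap ratio went from above 1 to below it, a label given whatever the p. No opposite direction is called from it. Chosen after seeing the data were 12 of the 106, among them those without soft-masked sequence. For differences between states the limit was the SD within a state, pooled over both states, which is wide. For the E-box share it was the SD of all 4 samples. The log2 difference in peak number was 3.07, and 1.19 without DIFF2 and 4.95 without DIFF1. The difference in the percent of peaks in repeats was 32.5, and 2.79 without DIFF2 and 62.2 without DIFF1. The difference in the intergenic percent, which was not called, changed its sign, from -1.46 to 1.43 without UNDIFF2 and 0.486 without DIFF1, and was -4.35 without UNDIFF1. The log2 difference in median fold was 0.33, and 0.19 without UNDIFF1 and 0.47 without UNDIFF2. The overlap of the UNDIFF cultures was above random placement under each alternative run, from 4.29 to 13.6 times, and that between UNDIFF and DIFF cultures from 1.23 to 4.54 times. Pairing the cultures by replicate number, which nothing in the sources states, gave a replicate block difference of 3.07 in log2 peak number, -1.46 in the intergenic percent and 0.33 in log2 fold. In a balanced design these equal the unpaired values by arithmetic, so they test nothing, though they count among the 82. With 4 samples and tags listed only inside peaks, depth limits every count of genes without a peak.

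Without peaks in soft-masked sequence, the overlap of the DIFF cultures was no longer above random placement, at a ratio of 0.930 (76 pairs against 81.7, one-sided permutation p = 0.753). With all peaks the ratio was 1.24. With equal numbers of peaks it was 2.99 (31 pairs against 10.4, one-sided permutation p = 0.001), and under the other alternatives run 1.14 to 1.36. Genes with peaks in all 4 samples were 829, and 298 at 4-fold over input, 398 with equal numbers of peaks and 499 within 100 kb. Leaving out 1 sample gave 830 (without DIFF2) to 1661 (without UNDIFF2), and 1248 without UNDIFF1. Genes in both DIFF cultures and neither UNDIFF culture were 2746, and 262 with equal numbers of peaks and 1519 without soft-masked sequence. Leaving out 1 sample gave 2908 (without DIFF2) to 13698 (without DIFF1). Genes with overlapping peaks were 850, and 319 at 4-fold, 142 with equal numbers, 180 without soft-masked sequence and 2170 with centres within 1000 bp. Leaving out 1 sample gave 116 (without DIFF2) to 659 (without UNDIFF1), and 453 without DIFF1. Gene groups past Fisher's exact test were 12, and 5 at 4-fold, 0 with equal numbers of peaks, 7 within 100 kb and 1 without soft-masked sequence. Under random placement, a test used in place of Fisher's, the groups past it were 0 with genes weighted by randomly placed peaks and 4 with as many randomly placed genes as observed. Leaving out 1 sample gave 1 by Fisher's exact test (without DIFF1 or DIFF2) to 12 (without UNDIFF1 or UNDIFF2). Genes of the fixed groups with a peak in both DIFF cultures were 228, and 66 with equal numbers of peaks. Equal numbers of peaks and the 4-fold and 100 kb limits leave fewer peaks by construction, and leaving out a sample drops 1 of the conditions for genes in all samples or in the DIFF cultures alone and removes pairs that can overlap, while for the other settings the cause was not tested. Of 66 named genes, 33 had a peak in as many samples at 4-fold, 16 with equal numbers of peaks and 46 within 100 kb.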

Differences from the paper's values

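The paper gives over 13000 peaks across both DIFF samples, and the 2 deposited lists hold 199100 together. The planned setting without DIFF replicate 2 leaves 13683 and falls within 1.5 times of the paper's value. The planned settings of 4-fold over input (133770), the numbered chromosomes alone (190741) and without DIFF replicate 1 (185417) do not.

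The paper gives 1343 genes with overlapping peaks between any 2 samples, and 850 were found here, at the paper's fold and FDR limits and with at least 1 bp shared, an overlap that the paper's text does not define. The planned setting that takes genes of every type gives 1157 and falls within 1.5 times of the paper's value. The other planned settings do not, among them peaks within 100 kb (630), overlap of at least 50% of the shorter peak (625), centres within 1000 bp (2170), 4-fold over input (319), equal numbers of peaks (142) and each sample left out (116 to 659). Of the 1342 gene IDs in the paper's S6 Table, 625 had overlapping peaks here and 717 did not, of which 475 are in S2 Table. Taking genes with overlapping peaks here together with those in all 4 gene lists, a setting chosen after seeing the values, gives 1300 genes, and it drops 286 of the gene IDs in S6 Table and adds 244 that are not there.

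The paper states that the genes with overlapping peaks were for the most part those common to all samples, and here 379 of 850 were. It counts more classical cadherins with overlapping peaks than the 12 found here, more glutamate receptors than the 7 and more solute carriers than the 4. With the same combined setting chosen after seeing the values, these counts are 14, 9 and 10. The atypical cadherins that the paper lists, Fat1, Fat3 and Fat4, had no overlapping peaks here, while Fat1 and Fat4 are in all 4 gene lists and so in the combined setting. The paper's Table 1 names genes that had no overlapping peaks here, and those with them were 9 of 14 extracellular matrix, 3 of 6 nuclear receptor, 8 of 14 potassium channel, 6 of 17 lipid and 5 of 9 cell division genes near a peak. The combined setting gives 14, 6, 13, 15 and 7 for these groups, and 7 ephrins and receptors, 10 axon guidance, 6 Wnt pathway, 6 ABC transporter and 10 DNA damage genes. The paper lists prostaglandin E receptors and the parathyroid hormone receptor among genes with overlapping peaks, and here Ptger1, Ptger2, Ptger3, Ptger4 and Pth2r had none, while Ptger2, Ptger3, Ptger4 and Pth2r are in all 4 gene lists. Robo1, Slit2, Sema3a, Sema5a, Wnt2, Unc5c, Ntng1, Gdnf and Vldlr, also named there, had peaks in all 4 samples and no overlapping ones. The paper names an UNDIFF culture beside both DIFF cultures for Sod3, and no UNDIFF peak had Sod3 as its nearest gene here. It puts exons and transcription ends under a low share of peaks, and exons held 1.24% of the peaks in UNDIFF1 and 1.44% in DIFF1, and transcription ends 1.14% in DIFF1.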

Other observations

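The tests of chromosome copy number and of sequence length near genes were chosen only after the results were seen, and that of gene density before.

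Markers of mammary epithelium lay near peaks mostly in DIFF2, as did protein coding genes at large. DIFF2 peaks were nearest to 81.3% of the annotated protein coding genes. Genes near a peak numbered 17079 in DIFF2, 5006 in DIFF1, 2633 in UNDIFF1 and 1814 in UNDIFF2. Of 18 listed marker genes, 17 were near a DIFF2 peak, 7 near a DIFF1 peak, 3 near an UNDIFF1 peak and 1 near an UNDIFF2 peak, and 0 had overlapping peaks. Of the genes in these lists, those singled out were chosen after their values were seen. Trp63, a basal cell marker, had 1 peak in UNDIFF1, 3 in DIFF1 and 31 in DIFF2, and Esr1, the estrogen receptor gene, had 1, 1 and 23. The progesterone receptor gene Pgr had 1 DIFF1 and 10 DIFF2 peaks, Foxa1 had 1 and 11, Kit had 2 and 25, and Epcam had 1 in UNDIFF2 and 6 in DIFF2.

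Genes of other cell types lay near peaks as well, where the share of all annotated protein coding genes near a DIFF2 peak was 81.3%. Of 10 fibroblast and adipocyte markers, all were near a DIFF2 peak, 2 near a DIFF1 peak and 1 near a peak of each UNDIFF culture. Lep, for leptin, had 1 peak in UNDIFF1, 1 in UNDIFF2, 1 in DIFF1 and 3 in DIFF2. Of 14 neuron markers, all were near a DIFF2 peak and 5 near a DIFF1 peak, among them Map2, with 6, 1, 3 and 39 peaks, and Syt1, with 1 in UNDIFF1, 3 in DIFF1 and 39 in DIFF2. Of 30 ribosomal protein genes, 20 were near a DIFF2 peak, Rpl7 and Rpl10a had 1 DIFF1 peak each, and 0 were near an UNDIFF peak. Overlapping peaks in these lists were 0 for fibroblast and adipocyte markers against 0.226 at random, 0 for mammary epithelium against 1.04 and 0 for ribosomal proteins against 0.463. For serotonin genes they were 0 against 0.566, for milk protein genes 0 against 0.548, for clock output genes 0 against 0.509 and for core clock genes 1 against 0.972.

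Peak density was uneven over the chromosomes in a like way in the 4 samples. The density of protein coding genes does not account for it, with a mean Spearman rho of -0.08713 over the 19 autosomes. A higher copy number of some chromosomes in HC11 cells stays open. The median input tags at DIFF2 peaks had a mean rho of 0.8422 with the peak density of UNDIFF1, UNDIFF2 and DIFF1, those at DIFF1 peaks 0.840 and those at UNDIFF1 peaks 0.585, but those at UNDIFF2 peaks had -0.204. The autosomes are not independent replicates, and the input tags come from peaks, not from the whole genome, so copy number cannot be told apart from other sources of the uneven density. No explanation by the treatment was tested.

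Genes and gene groups were shared between samples. For the genes in all 4 lists, peaks placed at random on their own chromosomes gave 882.5 genes against 829, as the length of sequence nearest to each gene may give. The random lists held more genes, with means of 3056, 2625, 5316 and 17567 for UNDIFF1, UNDIFF2, DIFF1 and DIFF2. The observed lists held 2633, 1814, 5006 and 17079. The placement was not matched for the size of the gene lists, so length cannot be told apart from a true excess. For the gene groups past Fisher's exact test, 0 of 12 passed random placement of the shared sites at an adjusted p under 0.05 and 5 had an unadjusted p under 0.05, so length cannot be told apart from a true excess there. With as many genes as observed, 4 of the 12 passed, namely the extracellular matrix, mitochondrial fission, cell division and prolactin signalling genes. The study chose the extracellular matrix and cell division lists on these samples. The mitochondrial fission and prolactin signalling genes with overlapping peaks are also named in the paper as targets. These passes are therefore not independent evidence. The hypothesis that BMAL1 prefers these genes beyond their length was not tested on other samples.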
